# Single cell transcriptomics reveals dysregulated cellular and molecular networks in a fragile X syndrome model

**DOI:** 10.1371/journal.pgen.1010221

**Published:** 2022-06-08

**Authors:** Elisa Donnard, Huan Shu, Manuel Garber

## Abstract

Despite advances in understanding the pathophysiology of Fragile X syndrome (FXS), its molecular basis is still poorly understood. Whole brain tissue expression profiles have proved surprisingly uninformative, therefore we applied single cell RNA sequencing to profile an FMRP deficient mouse model with higher resolution. We found that the absence of FMRP results in highly cell type specific gene expression changes that are strongest among specific neuronal types, where FMRP-bound mRNAs were prominently downregulated. Metabolic pathways including translation and respiration are significantly upregulated across most cell types with the notable exception of excitatory neurons. These effects point to a potential difference in the activity of mTOR pathways, and together with other dysregulated pathways, suggest an excitatory-inhibitory imbalance in the *Fmr1*-knock out cortex that is exacerbated by astrocytes. Our data demonstrate that FMRP loss affects abundance of key cellular communication genes that potentially affect neuronal synapses and provide a resource for interrogating the biological basis of this disorder.

## Author summary

Fragile X syndrome is a leading genetic cause of inherited intellectual disability and autism spectrum disorder. It results from the inactivation of a single gene, *FMR1* and hence the loss of its encoded protein FMRP. Despite decades of intensive research, we still lack an overview of the molecular and biological consequences of the disease. Using single cell RNA sequencing, we profiled cells from the brain of healthy mice and of knock-out mice lacking the FMRP protein, a common model for this disease, to identify molecular changes that happen across different cell types. We find neurons are the most impacted cell type, where genes in multiple pathways are similarly impacted. This includes transcripts known to be bound by FMRP, which are collectively decreased only in neurons but not in other cell types. Our results show how the loss of FMRP affects the intricate interactions between different brain cell types, which could provide new perspectives to the development of therapeutic interventions.

## Introduction

Fragile X syndrome (FXS) is the most common inherited form of intellectual disability and autism spectrum disorder (ASD). The disease results from the silencing of a single gene (*FMR1*, FMRP Translational Regulator 1), which encodes the RNA-binding protein FMRP [1]. The loss of FMRP leads to a neurodevelopmental disorder with an array of well characterized behaviour and cellular abnormalities, such as impaired cognitive functions, repetitive behaviours, altered synaptic morphology and function [2]; many of which are reproduced in *Fmr1*-knock out (*Fmr1*-KO) mouse models [3].

The molecular pathophysiology of FXS and FMRP function has been the subject of numerous studies over the past decades [4,5]. The most extensively studied function of FMRP is its role as a translational repressor. FMRP is critical to hippocampal long-term synaptic and spine morphological plasticity, dependent on protein synthesis. More specifically, the absence of FMRP leads to an exaggerated long-term synaptic depression, induced by the metabotropic glutamate receptor 5 (mGLUR5-LTD) [6]. However, several ambitious clinical trials that aimed to suppress translation or inhibit mGluR pathways have thus far failed [7]. The significance of FMRP’s role as a translation repressor at synapses is not without challenges. First, several teams show evidence that FRMP can function as a translation activator [8–10]. Secondly, only a few mRNAs that are bound by FMRP showed a consistent increase in protein levels upon loss of FMRP, and increased levels of proteins are not always pathogenic [11–15]. More importantly, focusing on FMRP’s translational function in dendritic synapses overlooks the fact that the great majority of this protein is located in the cell soma [16]. Alternatively, FMRP could have important functions independent of its role in translation regulation. Indeed, a wide range of research has associated FMRP to multiple steps of the mRNA life cycle, including pre-mRNA splicing [17], mRNA editing [18,19], miRNA activity [20,21], and mRNA stability [22,23]. Additionally, FMRP may function outside the RNA-binding scope, by chromatin binding and regulating genome stability [24,25], as well as directly binding to and regulating ion channels [26,27].

Most of the above-mentioned studies focus on FMRP’s function in neurons, and rightly so, as neurons have the highest FMRP protein levels in the brain [16]. Evidence from clinical studies with FXS patients and from *Fmr1*-KO mouse models of the disease supports the view that neurons are the main affected cell type [28,29]. However, other cell types in the brain also express FMRP and FMRP loss has a clear effect on them. Indeed, astrocytes, oligodendrocyte precursor cells, and microglia express FMRP in a brain region and development-dependent manner [30]. FMRP-depleted astrocytes are more reactive [31], and this response alone may account for some of the phenotypes seen in FMRP deficient neurons particularly during development [32–35].

Despite the widespread gene expression of FMRP and the numerous potential mechanisms of action by which FMRP can impact the transcriptome, it was surprising that only very small changes in the mRNA levels of total or polyribosome associated mRNAs were seen in the *Fmr1*-KO mouse brain [36]. We and others have observed widespread, albeit very subtle, changes in mRNA levels in the absence of FMRP [22,23,37]. One possible cause behind the lack of detection of strong RNA changes is the cell type heterogeneity of brain tissue, where alterations in specific cell types could be masked in global measurements. Alternatively, the FMRP deficient brain could be inherently lacking strong changes at the transcriptome level, but instead display only mild RNA changes that can be challenging to detect using traditional bulk tissue RNA-seq techniques due to low statistical power. Fortunately, both of these scenarios can be addressed using single-cell RNA-seq. Here we describe our effort to revisit this question using an unbiased approach to survey cell type specific transcriptomes in the *Fmr1*-KO mouse brain. We took advantage of the power of single cell RNA-Seq to determine which cells are affected by the lack of FMRP at an early postnatal development stage. The cell type specific alteration of the transcriptome is a sensitive reflection of the cellular status, and can serve as a first step towards an overview of the molecular impact of FXS.

We profiled the transcriptome of over 18,000 cells from the cerebral cortex of wild type (WT) and *Fmr1*-KO mice at postnatal day 5. We detected a heterogeneity in the response of different cell types to the loss of FMRP. In particular, we observed a stronger impact on the expression of mRNAs previously identified as FMRP binding targets in the brain [36], and we show that this effect is more prominent in neurons compared to other cells. We detect a divergent response of pathways downstream of mTOR signaling across different neuron subtypes, which suggests that excitatory neurons do not display a hyperactivation of this pathway. Taken together with the observed dysregulation of synaptic genes in astrocytes as well as neurons, our results suggest an impact in cell-cell communication that can result in a cortical environment of greater excitability.

## Results

### Cell type proportions are not impacted in the neonatal *Fmr1*-KO cortex

To capture early molecular events in the FMRP-deficient brain, we performed single cell RNA-Seq using the InDrop system [38], from the cortex of three *Fmr1*-knock out (*Fmr1*-KO) and three wild type (WT) FVB animals at postnatal day 5 (P5, Fig 1A, Methods), a critical period in cortical development for neuronal and synaptic maturation [39–41]. 

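InDrop encloses single cells in droplets with barcoded beads and marks each captured transcript with a unique molecular identifier (UMI), so that copies made by PCR are counted once. Cortical cells of 3 WT and 3 *Fmr1*-KO mice were collected on postnatal day 5 in 2 batches and sequenced as 17 libraries. Batch 1 held WT 1, *Fmr1*-KO 1 and *Fmr1*-KO 2, batch 2 held WT 2, WT 3 and *Fmr1*-KO 3, and the version of the barcoding beads changed with the batch. The authors aligned the reads to the mm10 genome with TopHat, counted UMIs per gene with ESAT, removed barcodes with few UMIs and deposited the UMI counts without normalization. Each cell came with its mouse, cell type, subtype and size factor. The counts summed to 9776756 UMIs in WT 1, 12237859 in WT 2 and 20677233 in WT 3, and to 8070039 in *Fmr1*-KO 1, 8594109 in *Fmr1*-KO 2 and 13993714 in *Fmr1*-KO 3. The median number of UMIs per cell was 2394.5, 1908 and 4897 in the WT mice and 2781, 1688 and 3491 in the *Fmr1*-KO mice, in the order of their numbers. Every pair of mice differed by more than the sampling noise, with a chi-square per degree of freedom from 8.05 (WT 1 and *Fmr1*-KO 1) to 72.5 (WT 1 and WT 3).
For each cell type, UMIs were summed over the cells of each mouse and compared between genotypes with edgeR's quasi-likelihood test, with TMM normalization and batch as a covariate. The replicates were therefore the mice (n = 3 per genotype), whereas the edgeR test of the paper took cells as replicates. Genes with a UMI in at least 15% of the cells of a type were tested. A gene counted as changed at a Benjamini-Hochberg FDR under 0.01 and a fold change of at least 1.15, the thresholds given in the paper's methods. Counts were simulated with 200 genes changed by a log2 fold change of 1. The test recovered 88.5% of these genes among the 3763 tested in neurons and 74% among the 4080 tested in endothelial cells. Among the 4726 tested in oligodendrocytes it recovered 38.5%, with 0 false calls in each type. The spread between the simulated mice was set in advance, and smaller changes were not simulated. These shares therefore do not give the power for changes near 1.3-fold, the mean the paper reports.
*Fmr1*, the targeted gene, lies on chromosome X of mm10 from 68678541 to 68717963 on the plus strand. Over all cells other than doublets it had 655, 858 and 1495 UMIs in the WT mice and 136, 164 and 224 in the *Fmr1*-KO mice. This was 71.6 ± 2.96 CPM (UMIs of a gene scaled to the total UMIs of the mouse; SD, n = 3) in WT and 17.7 ± 1.93 (SD, n = 3) in *Fmr1*-KO mice, a log2 fold change of -2.06 (SE 0.11, edgeR FDR = 6.8e-04). Every *Fmr1*-KO mouse was below every WT mouse. The alternative that moved this value most was leaving out *Fmr1*-KO 3, which gave -1.91.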

After stringent filtering, we obtained 18,393 cells for which we detected an average of 1,778 genes and 3,988 transcripts (see Methods). 

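The table held 17418 genes, 39 of them without a UMI in any cell. Its cells had a mean of 3988 UMIs and 1778 genes, which match the averages given, and a median of 2722 UMIs. The lowest cell had 410 UMIs, and 53 cells (0.288%) had fewer than the paper's minimum of 700. The authors marked 1113 cells (6.05%) as doublets, droplets that held more than 1 cell. Their number ranged from 20 in WT 3 to 371 in WT 2. They are part of the total and were left out of the comparisons by cell type and genotype, except from the total of cells behind the subtype shares. The other 17280 cells had a mean of 4157 UMIs and 1840 genes. The mean number of genes per cell ranged from 1440 in *Fmr1*-KO 2 to 2419 in WT 3.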

After unbiased clustering, we classified these cells into seven major cell types, with specific expression of established markers [42–45] (S1A Fig; Methods).

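The main cell types were taken from the authors' annotation of each cell and were not clustered anew. They comprised 7122 astrocytes, 4139 neurons, 2411 cells of the oligodendrocyte lineage, 1439 endothelial cells, 1031 pericytes, 883 microglia and 255 ependymal cells. The pericytes as a main type included 141 fibroblasts, and the microglia included 45 cells with high expression of *Ms4a* genes, 16 T cells and 12 border macrophages. Neurons numbered 1087, 584 and 497 in the WT mice and 638, 878 and 455 in the *Fmr1*-KO mice.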

**Fig 1:**
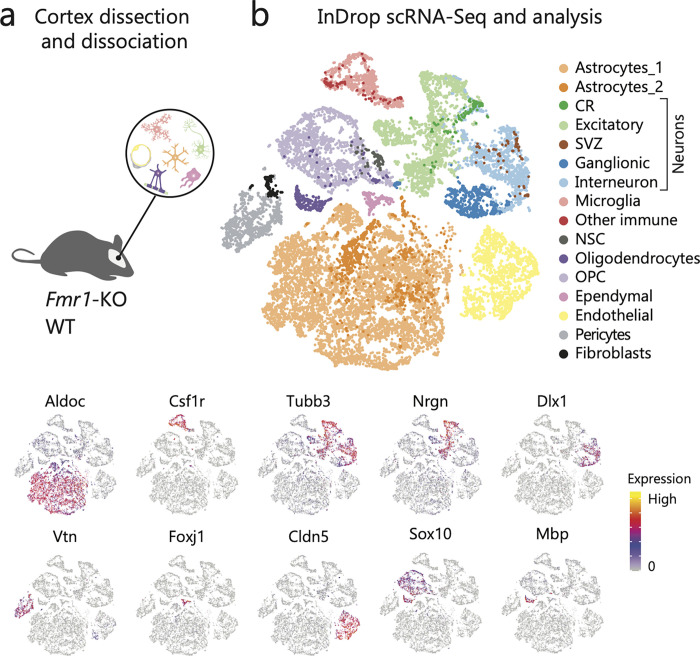
Cortical cell types in *Fmr1*-KO and WT mice. **a)** Overview of the sample collection **b)** tSNE representation of cells colored by cell type (top) and colored by expression level of example maker genes (bottom). tSNE = t-distributed stochastic neighbor embedding.

We did not detect a genotype bias in the clustering (S1B Fig). Additionally, all known major cell types were detected in both *Fmr1*-KO and WT animals, with consistent proportions across individual mice (S1C Fig). 

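Each main type was present in each of the 6 mice. Astrocytes were 45.1% ± 7.98 (SD, n = 3) of the cells of WT and 35.7% ± 4.89 of those of *Fmr1*-KO mice, and endothelial cells 6.62% ± 4.49 and 9.81% ± 3.38. Neurons were 41.0%, 15.9% and 14.6% of the cells of WT 1, WT 2 and WT 3, and 31.5%, 34.1% and 15.5% of those of *Fmr1*-KO 1, *Fmr1*-KO 2 and *Fmr1*-KO 3. In batch 1 the WT mouse thus had the larger share, and in batch 2 the *Fmr1*-KO mouse lay between the 2 WT mice. edgeR's quasi-likelihood test on the number of cells per mouse, with batch as a covariate, found 0 of 7 main types changed at FDR under 0.05 and 0 at an unadjusted p under 0.05 (lowest FDR = 0.34). Two-sided exact permutation tests of the shares also gave 0 of 7, but 3 mice against 3 cannot go below p = 0.10. The setting that moved this result most was leaving out WT 3, after which endothelial cells passed. Over the alternatives the lowest edgeR FDR of a main type ranged from 0.038 without WT 3 to 0.81 without the batch term.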

Consistent with previous reports [16], this indicates that *Fmr1*-KO mice do not have large scale cell differentiation deficits at this stage. In a second round of clustering, cells in each initial cluster were independently reclustered to better dissect cell subtypes. We identified a total of 18 distinct subpopulations (Figs 1B and S2A–S2D; Methods). These subpopulations included vascular cells (endothelial cells and pericytes), fibroblasts, ependymal cells, different neuron subtypes and glial cells (Fig 1B) [42–45]. 

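Expression of the marker genes of neuron subtypes was computed as CPM of the summed UMIs per mouse, and for the next highest of the 18 subtypes as CPM over its pooled cells. *Nrgn* reached 3030 ± 965 CPM (SD, n = 6 mice) in the excitatory subtype and 174 in the next subtype. *Lpl* was at 426 ± 71.9 CPM in excitatory neurons, or 449 over their pooled cells, and 430 in microglia, and it was highest in excitatory neurons in 2 of 6 mice. *Slc17a6* was at 104 ± 21.3 CPM in excitatory neurons, where 2 other subtypes had more, among them CR cells at 605. In the interneuron subtype *Gad1* reached 367 ± 35.4 CPM against 57.4 in the next subtype, and *Htr3a* 82.1 ± 29.4 against 11.4. *Dlx1* differed less, with 824 ± 142 CPM in interneurons and 709 in ganglionic cells, and *Dlx2* had 799.8 ± 211 CPM in ganglionic cells and 658 in interneurons. *Top2a* was at 1339 ± 178 CPM in ganglionic cells and 361 in the next subtype. CR cells had 11847 ± 953 CPM of *Reln* (n = 5 mice with 10 or more cells) against 202 in the next subtype, 359 ± 118 of *Calb2* against 260 in SVZ cells, and 285 ± 131 of *Lhx5* against 9.01. SVZ cells, present at 10 or more cells in 4 mice, had 773 ± 531 CPM of *Eomes* against 50.2, 679 ± 249 of *Sema3c* against 31.7 and 622 ± 167 of *Neurod1* against 43.6.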

The initial neuron cluster was subclassified into excitatory neurons (S2A Fig, Excitatory, *Nrgn*^*+*^ *Lpl*^*+*^ *Slc17a6*^*+*^), immature interneurons (S2A Fig, Interneuron: *Gad1*^*+*^ *Dlx1*^*+*^ *Htr3a*^*+*^), ganglionic eminence inhibitory precursors (S2A Fig, Ganglionic: *Ascl1*^*+*^ *Dlx2*^*+*^ *Top2a*^*+*^), Cajal Retzius cells (S2A Fig, CR: *Reln*^*+*^ *Calb2*^*+*^ *Lhx5*^*+*^) and subventricular zone migrating neurons (S2A Fig, SVZ: *Eomes*^*+*^ *Sema3c*^*+*^ *Neurod1*^*+*^). We detected two immature astrocyte populations, including a small group with markers of reactive astrocytes (S2B Fig, Astrocytes_1: *Aqp4*^*+*^ *Aldoc*^*+*^ *Apoe*^*+*^; Astrocytes_2: *Ptx3*^*+*^ *Igfbp5*^*+*^ *C4b*^*+*^). 

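Astrocytes_1 comprised 6371 cells and Astrocytes_2 751 cells. *Aqp4* was at 1747 ± 390 CPM (SD, n = 6 mice) in Astrocytes_1 against 328 in the next subtype. *Aldoc* was at 2745 ± 440 CPM against 2093. Over the pooled cells of all mice *Apoe* had 9473 CPM in Astrocytes_1 and 9259 in the microglia-like cells with high expression of *Ms4a* genes. The markers of Astrocytes_2 were at 294 ± 65.1 CPM for *Ptx3* against 101 in the next subtype, 1064 ± 309 for *Igfbp5* against 299, and 52.5 ± 43.9 for *C4b* against 27.0, so the SD of *C4b* exceeded its distance to the next subtype.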

Immune cells detected consist largely of microglia (S2C Fig, Microglia: *Cx3cr1*^*+*^ *P2ry12*^*+*^ *Csf1r*^*+*^), but we also identified small clusters of T cells (S2C Fig, T Cells: *Cd3d*^*+*^ *Ccr7*^*+*^ *Cd28*^*+*^), border macrophages (S2C Fig, Border Macrophages: *Lyz2*^*+*^ *Msr1*^*+*^ *Fcgr4*^*+*^) and a population of microglia-like cells marked by high expression of Ms4a cluster genes (S2C Fig, Microglia Ms4a+: *Ms4a7*^*+*^ *Ms46b*^*+*^ *Mrc1*^*+*^). 

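Microglia, at 810 cells, had 3478 ± 247 CPM of *Cx3cr1* (SD, n = 6 mice) against 963 in the next subtype and 2365 ± 380 of *P2ry12* against 144. *Csf1r* was at 2883 ± 440 CPM against 2666, less than the SD between mice. The smaller immune groups held too few cells for a value per mouse, and their UMIs were pooled over all cells. The T cells had 12 UMIs of *Cd3d*, 30 of *Ccr7* and 17 of *Cd28*, and the border macrophages 207 of *Lyz2*, 8 of *Msr1* and 13 of *Fcgr4*. Of the 45 microglia-like cells with high expression of *Ms4a* genes, 39 came from WT 3. Only this mouse had enough of these cells for a value of its own, with 437 CPM of *Ms4a7* and 10062 of *Mrc1*. The gene written as *Ms46b* was not matched to a symbol of the table.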

The initial cluster containing oligodendrocytes were classified as mature oligodendrocytes (S2D Fig, Oligodendrocytes: *Mbp*^*+*^ *Sirt2*^*+*^ *Plp1*^*+*^), oligodendrocyte progenitor cells (S2D Fig, OPC: *Pdgfra*^*+*^ *Olig2*^*+*^ *Sox10*^*+*^) and a small group of neural stem cells (NSC: *Btg2*^*+*^ *Dll1*^*+*^ *Dbx2*^*+*^). 

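The oligodendrocyte lineage held 354 oligodendrocytes, 1953 cells of a first OPC subtype and 104 cells of OPC_2, the group taken here as the neural stem cells because of its size and its markers. In oligodendrocytes *Mbp* was at 8412 ± 2999 CPM (SD, n = 6 mice) against 176 in the next subtype and *Sirt2* at 4980 ± 688 against 274. *Pdgfra* was at 3323 ± 321 CPM in the first OPC subtype against 579. *Olig2* (1107 ± 71.1 CPM) and *Sox10* (1146 ± 103 CPM) were second there, behind OPC_2 with 1460 and oligodendrocytes with 1483. In OPC_2 *Dll1* was at 814 ± 176 CPM against 145 and *Dbx2* at 405 ± 174 against 139, whereas *Btg2* at 903 ± 268 was behind 3 other subtypes, and microglia had 1141. Of the 41 marker genes named for the subtypes and found in the table, 36 were highest in their subtype and 39 were among the 2 highest.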

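Cells of each of the 18 subtypes were counted per mouse and tested as the main types were, except that the total of cells included doublets. Of this total, excitatory neurons were 13.3% ± 7.69 (SD, n = 3) in WT and 10.8% ± 4.89 in *Fmr1*-KO mice. Interneurons were 5.73% ± 4.75 and 7.44% ± 2.76, and ganglionic cells 2.64% ± 1.38 and 5.30% ± 1.90. Without doublets in the total, excitatory neurons were 14.1% ± 8.25 and 11.8% ± 5.68. Interneurons were then 6.01% ± 5.04 and 8.02% ± 2.99, and ganglionic cells 2.79% ± 1.48 and 5.76% ± 2.28. The test called 0 of 18 subtypes at FDR under 0.05 and 0 at an unadjusted p under 0.05 (lowest edgeR FDR = 0.48), as did TMM scaling of the cell numbers and exact permutation tests. As shares of the neurons alone, 0 of 5 subtypes passed and 1 had an unadjusted p under 0.05. Ganglionic cells were 10.9%, 13.2% and 12.3% of the neurons of the WT mice and 18.5%, 23.5% and 22.2% of those of the *Fmr1*-KO mice. This was 12.1% ± 1.13 against 21.4% ± 2.58 (SD, n = 3), a log2 fold change of 0.87 (edgeR FDR = 0.12). Excitatory neurons were 60.5% ± 13.3 of the neurons in WT and 42.1% ± 6.51 in *Fmr1*-KO mice (log2 fold change -0.56, edgeR FDR = 0.24). In both subtypes the groups did not overlap, which gives an exact permutation p = 0.10, the smallest that 3 mice against 3 allow. Without the batch term ganglionic cells passed at FDR under 0.05, and without WT 1 the small SVZ group did.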

We did not detect any cell number changes for the subtypes in the *Fmr1*-KO samples. Next, we investigated the gene expression landscape in the KO compared to WT.

### Loss of FMRP results in small expression changes across a broad and cell type specific spectrum of processes

We examined differential expression between *Fmr1*-KO and WT mice for each cell type identified. 

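With the mice as replicates, edgeR called 4 changes in the 8 cell types of Fig 2A, in 3 genes. These were *Fmr1* in Astrocytes_1 and OPCs and *Apoe* and *Ptn* in oligodendrocytes. The number of genes varied most with the filter on low counts and the unit of replication. Testing every gene with a UMI gave 217 genes in one or more types, and DESeq2 on the sums per mouse gave 20. Leaving out WT 1 gave 15 genes and leaving out *Fmr1*-KO 3 gave 1. edgeR's likelihood ratio test with each cell as a replicate, the deposited size factors and the batch term gave 1460 genes. Both tests were run on simulated cells, with 1000 genes and 100 cells per mouse. With 200 genes changed and mice otherwise alike, cells as replicates gave 201 calls, 200 of them right. With 0 genes changed and mice that differed from each other, cells as replicates gave 143 calls and mice as replicates gave 0.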

In total, we identified 1470 differentially expressed (DE) genes (FDR < 0.01 and absolute fold change > = 1.15) in one or more cell types (Figs 2A, S3 and S1 Table). 

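The mean absolute fold change of the calls was 3.43 with mice as replicates, over 4 calls that include *Fmr1* itself in Astrocytes_1 and OPCs. It was 1.93 for the calls of DESeq2, 1.32 for the 1699 calls made with cells as replicates and 7.45 for the calls made without a filter on low counts. For the calls made with cells as replicates it was 1.25 in neurons, 1.38 in endothelial cells and 1.23 in Astrocytes_1.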

The majority of DE genes showed small fold changes (mean absolute fold change = 1.3x). 

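By cell type, edgeR with mice as replicates called 0 of the genes tested in neurons (617 at an unadjusted p under 0.05), 0 in endothelial cells (449), 1 in Astrocytes_1 (224), 0 in pericytes (102), 1 in OPCs (173), 0 in Astrocytes_2 (174), 0 in microglia (100) and 2 in oligodendrocytes (208). DESeq2 called 19 genes in neurons, 1 in Astrocytes_1, 1 in OPCs and 0 in each of the other 5 types. In neurons the count at an unadjusted p under 0.05 was 92 with the same mix of neuron subtypes in each mouse and 494 with as many cells drawn at random, a setting chosen after seeing the data. In endothelial cells it was 107 without the batch term and 194 without *Fmr1*-KO 3. Leaving out WT 1 raised the count of OPCs to 15, and it was 0 without WT 3, without *Fmr1*-KO 1 and without *Fmr1*-KO 3. The test with cells as replicates gave 664 changed genes in neurons (356 higher and 308 lower in *Fmr1*-KO mice), 658 in endothelial cells (331 and 327), 239 in Astrocytes_1 (111 and 128), 80 in pericytes, 47 in OPCs, 5 in Astrocytes_2, 3 in microglia and 3 in oligodendrocytes. With the neuron subtype of each cell added to this model, a setting chosen after seeing the data, 104 genes changed in neurons. Of the 664 genes called without it, 84 (12.7%) were among them.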

The effect of FMRP loss seems drastically different across cell types with most differentially expressed genes being found in neurons and endothelial cells (Fig 2A). This result does not seem to be dependent on statistical power, as the number of DE genes detected did not correlate to the number of cells available or the number of transcripts detected for different cell types.

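Over the 8 cell types, the number of changed genes with mice as replicates had a Pearson correlation of 0.06 with the number of cells (permutation p = 0.86) and of 0.35 with the median UMIs per cell (permutation p = 0.39). Spearman's rho was 0 (permutation p = 1) and 0.49 (permutation p = 0.21). All adjusted p over the 6 relations computed were 0.43 or more for these counts. With cells as replicates Pearson's r was 0.44 with the number of cells (permutation p = 0.26) and -0.06 with the UMIs (permutation p = 0.88), with an adjusted p = 0.88 for both. Spearman's rho with the number of cells was then 0.79 (permutation p = 0.025, adjusted p = 0.15), and with the UMIs 0.02. Leaving out neurons and Astrocytes_1, the types farthest from the median cell number, gave r of -0.18 and 0.12 with mice as replicates, and 0.40 and 0.70 with cells as replicates. Cell types from the same 6 mice are not independent, and with mice as replicates the counts lie between 0 and 2.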

**Fig 2:**
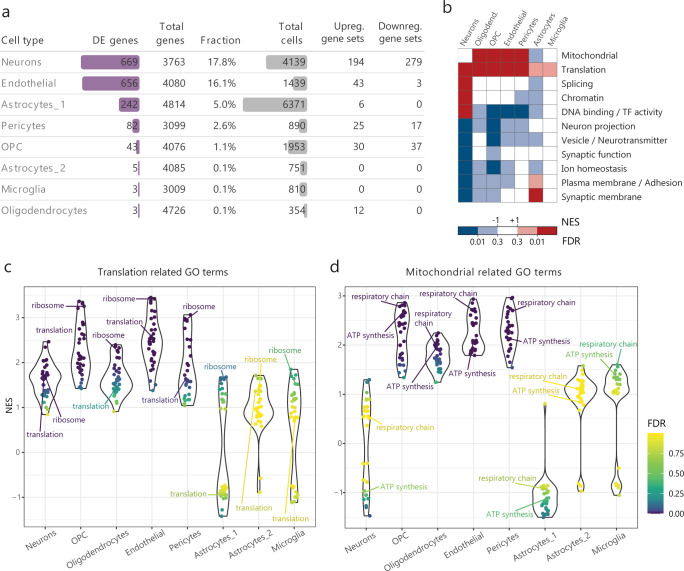
Misregulated Gene Ontology categories per cell type reveal higher impact in *Fmr1*-KO neurons. **a)** Differentially expressed (DE) genes identified per cell type, all results refer to expression in *Fmr1*-KO with respect to WT. Upregulated = Increased expression in *Fmr1*-KO. Downregulated = Decreased expression in *Fmr1*-KO. **b)** Summary diagram of enriched processes (dark red/blue; FDR<0.01) and trends (light red = NES>1, FDR<0.3; light blue = NES<-1, FDR<0.3; NES = normalized enrichment scores) in other cell types. **c-d)** Comparison of normalized enrichment scores (NES) across cell types for GO terms involved in translational (d: e.g. Ribosome, GO:0005840; Translation, GO:0006412) or mitochondrial (e: e.g. Respiratory chain, GO:0070469; ATP synthesis = ATP synthesis coupled electron transport, GO:0042773) processes.

Given the broad but small effect size resulting from loss of FMRP, we focused on quantifying the impact on annotated pathways using gene set enrichment analysis (GSEA; see Methods). Most significantly enriched processes are dysregulated in *Fmr1*-KO neurons, further suggesting that neurons are the cells most impacted by FMRP loss (Figs 2A and 2B, S4A–S4B and S2 Table). 

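In place of GO terms, 6 gene sets were tested: ribosomal protein genes, respiratory chain genes, splicing factors, vesicle transport genes, ion transport genes and synaptic genes. Except for the synaptic list, which includes genes the paper names, they are families of related gene symbols. Each set with at least 10 tested genes was compared with the other genes of a cell type by camera with a preset inter-gene correlation of 0.01. Of 64 tests, 17 passed at FDR under 0.05. Neurons had 4 of them, OPCs 3, and endothelial cells, pericytes, oligodendrocytes and interneurons 2 each. Excitatory neurons and ganglionic cells had 1 each, and both astrocyte subtypes and microglia had 0. One of the calls in OPCs was for synaptic genes, with a median of -0.055, 38 of 59 genes lower in *Fmr1*-KO mice (camera FDR = 0.014), 0.017 within batch 1 and -0.10 within batch 2. None of the calls held under fry (lowest FDR = 0.55) or with the inter-gene correlation estimated for each set (lowest FDR = 0.68), and preranked GSEA with genes permuted gave 19. Median and mean of the set differed in sign in 9 of the 64 tests, 0 of them at FDR under 0.05. Other splits of the 6 mice into 3 and 3 were tried after seeing the data. Of the 10 splits, 8 gave 17 or more calls, the real one included. The number of camera calls thus does not set the genotypes apart from other groupings of the mice.
In neurons the median log2 fold change of the synaptic genes was -0.26, with 63 of 68 genes lower in *Fmr1*-KO mice (camera FDR = 3.1e-13). It was -0.24 within batch 1 and -0.29 within batch 2, and stayed between -0.32 and -0.22 with each mouse left out in turn. The ion transport genes had a median of -0.29, with 31 of 33 lower (camera FDR = 6e-08), -0.22 in batch 1 and -0.38 in batch 2. The vesicle transport genes had -0.07, with 59 of 89 lower (camera FDR = 0.076), -0.02 in batch 1 and -0.10 in batch 2, and passed without WT 1 (-0.10) and without *Fmr1*-KO 1 (-0.08). Drawing cells so that each mouse had the same mix of neuron subtypes gave medians of -0.02 for the synaptic and -0.00026 for the ion transport genes. The vesicle set moved furthest without the batch term (-0.12). With as many cells drawn at random the synaptic and ion transport medians were -0.24 and -0.25, a setting chosen after seeing the data. From the number of affected categories and genes, the paper proposes that neurons are the cells most affected by the loss of FMRP.

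**Figure D1:**
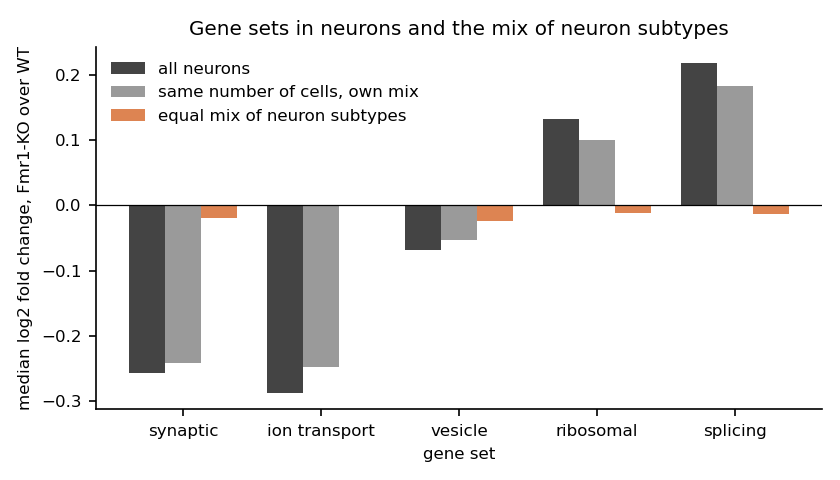
Median log2 fold change (vertical axis, *Fmr1*-KO over WT) of 5 gene sets in neurons. Black bars are all neurons, gray bars the same number of cells drawn at random in each mouse's own mix, and orange bars cells drawn so that each mouse had an equal mix of neuron subtypes, where all 5 medians lie between -0.024 and 0.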

In all, we found that 473 categories were affected by FMRP loss. The vast majority (422) of these categories are affected exclusively in neurons, where most are downregulated (245 vs 177, S4B and S4D Fig) Fewer categories were upregulated, e.g. RNA splicing (Figs 2B, S4A and S4C), and genes in this category encode core spliceosomal proteins [46], including *Rbm39*, *Hnrnpm* and *Srsf3* (S5A Fig). Upregulation of these factors has been previously linked to an increased rate of proliferation [47–49].

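The splicing factors had a median log2 fold change of 0.22 in neurons, with 70 of 71 genes higher in *Fmr1*-KO mice (camera FDR = 3.7e-11). The median was 0.20 in batch 1 and 0.21 in batch 2 and lay between 0.18 and 0.23 with each mouse left out. In an equal mix of neuron subtypes it was -0.01, and with as many cells drawn at random 0.18. *Rbm39* (chromosome 2 of mm10, 156147239 to 156180238, minus strand) was at 213 ± 29.3 CPM (SD, n = 3) in WT and 285 ± 4.93 in *Fmr1*-KO neurons, a log2 fold change of 0.41 (SE 0.12, edgeR FDR = 0.18). *Srsf3* (chromosome 17, 29032628 to 29043373, plus strand) was at 359 ± 17.9 and 462 ± 20.0 CPM, a log2 fold change of 0.33 (SE 0.09, edgeR FDR = 0.16). *Hnrnpm* (chromosome 17, 33646233 to 33686860, minus strand) was at 223 ± 47.8 and 291 ± 58.7 CPM, a log2 fold change of 0.22 (SE 0.11, edgeR FDR = 0.34). With an equal mix of neuron subtypes the log2 fold changes were 0.25 for *Rbm39*, 0.10 for *Srsf3* and -0.13 for *Hnrnpm*. They were 0.37, 0.31 and 0.23 in batch 1 and 0.48, 0.34 and 0.20 in batch 2, in the same order.
Over the 29 pairs of a gene and a cell type for which the paper gives a direction, 29 had that direction. edgeR called 0 of them at FDR under 0.05 and 22 had an unadjusted p under 0.05. Adjusted over the list alone 18 passed, which is not independent evidence, since the study chose these genes on the same mice. DESeq2 called 2 of the 29 over all genes tested, and the test with cells as replicates called 25. The groups did not overlap in 11 of the 29. Chance gives 10% for genes chosen without these mice, so this count and the 29 directions are not independent evidence either.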

Gene sets related to translation and mitochondrial processes (e.g. Translation, Ribosome proteins, Respiratory Chain Complex and Oxidative Phosphorylation) are the most upregulated in the *Fmr1*-KO brain. These pathways are consistently upregulated in many FMRP deficient cell types. 

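The ribosomal set had 82 genes tested in each cell type. Its median log2 fold change was 0.34 in endothelial cells, with 79 genes higher in *Fmr1*-KO mice (camera FDR = 6.1e-22), and 0.13 in OPCs, with 78 higher (camera FDR = 2.3e-09). In neurons it was 0.13, with 78 higher (camera FDR = 5.2e-05), in oligodendrocytes 0.10, with 71 higher (camera FDR = 2e-05), and in pericytes 0.08, with 66 higher (camera FDR = 0.0013). None of these calls held under fry or with an estimated inter-gene correlation, and the direction differed between batches. Within batch 1 the medians were 0.05 in endothelial cells, -0.17 in OPCs, -0.11 in neurons, 0.10 in oligodendrocytes and -0.09 in pericytes, and within batch 2 they were 0.55, 0.42, 0.38, 0.15 and 0.24. Over the 8 cell types the median was above 0 in 2 types in batch 1 and in 8 in batch 2. Without *Fmr1*-KO 3 it fell to -0.11 in neurons, -0.17 in OPCs, -0.09 in pericytes and 0.06 in endothelial cells, and without WT 1 it rose to 0.38, 0.42, 0.23 and 0.54. Oligodendrocytes stayed between 0.10 and 0.14 with each mouse left out. Drawing an equal mix of neuron subtypes gave a median of -0.01 in neurons.

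**Figure D2:**
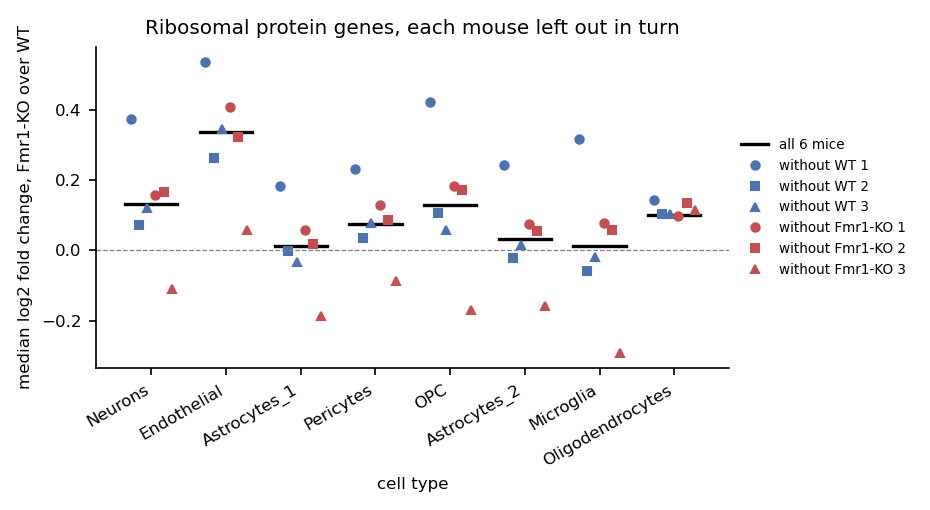
Median log2 fold change (vertical axis, *Fmr1*-KO over WT) of the ribosomal protein genes in 8 cell types (horizontal axis). Black lines are the value with all 6 mice and points the values with each mouse left out in turn; the points without *Fmr1*-KO 3 are the lowest in each type except oligodendrocytes, and those without WT 1 the highest in each type.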

Translational processes are significantly upregulated in neurons, vascular cells (endothelial and pericytes), oligodendrocytes and OPCs (Fig 2C). Mitochondrial pathways are upregulated in multiple cell types including OPCs, oligodendrocytes, endothelial cells and pericytes (Fig 2D). 

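The respiratory chain genes had a median log2 fold change of 0.25 in endothelial cells, with 62 of 74 genes higher in *Fmr1*-KO mice (camera FDR = 1.1e-09), and 0.19 in pericytes, with 65 of 75 higher (camera FDR = 1.9e-08). The median was 0.16 in oligodendrocytes, with 53 of 76 higher (camera FDR = 0.0065), and 0.10 in OPCs, with 58 of 72 higher (camera FDR = 8.9e-06). Within batch 1 the medians were 0.13, 0.13, 0.03 and -0.06 in this order of cell types, and within batch 2 they were 0.35, 0.24, 0.18 and 0.25. With each mouse left out the ranges were 0.14 to 0.35 in endothelial cells and 0.14 to 0.23 in pericytes. Without *Fmr1*-KO 3 the median was 0.04 in oligodendrocytes and -0.05 in OPCs, and without WT 1 it was 0.25 in OPCs. The camera calls for this set did not hold under fry or with an estimated inter-gene correlation.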

Interestingly, transcriptional activation of genes involved in ribosome biogenesis as well as oxidative phosphorylation are a hallmark of activation of mTOR signaling [50–52]. Thus, elevation of these processes could be reflective of the increase in mTOR signaling previously observed in FXS patients and *Fmr1*-KO mice, and upregulation of ribosome biogenesis could in turn contribute to increased translation in *Fmr1*-KO mice [53,54].

Processes related to synaptic signaling, vesicle transport and ion homeostasis tend to be downregulated across all brain cell types (Fig 2B; e.g. *Apoe*, *Sar1b*, *Clstn1*, *Rab5a* and *Sqstm1* involved in vesicle pathways, S4B Fig), suggesting that intracellular transport of molecules is impaired in multiple cell types. 

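The directions of 3 sets were compared over the 8 cell types of Fig 2A. The median of the vesicle transport genes was below 0 in 7 of 8 types, 0 of them at a camera FDR under 0.05. The ion transport genes were below 0 in 5 of 8 types, 1 of them at a camera FDR under 0.05. The synaptic genes had enough tested genes in 6 types and were below 0 in 5 of these, 2 of them at a camera FDR under 0.05. The median was below 0 within both batches in 4 of 8 types for vesicle transport, 3 of 8 for ion transport and 3 of 6 for synaptic genes. Of the vesicle genes named, *Sar1b* and *Clstn1* were lower in *Fmr1*-KO mice in 8 of 8 types, *Rab5a* and *Sqstm1* in 7 and *Apoe* in 6. Their median log2 fold changes over the types were -0.27, -0.13, -0.19, -0.24 and -0.21, in this order. Of these 40 values 36 were below 0 and 4 had an unadjusted p under 0.05. *Apoe* was higher in Astrocytes_1 (0.13, SE 0.10) and microglia (0.16, SE 0.22), with 9195 and 2342 CPM in WT mice. It was lower in Astrocytes_2 (-0.22, SE 0.14), with 4963 CPM. The remaining types, all lower, had at most 385 CPM (OPCs), so the count of types does not show a fall where *Apoe* is highest.
*Apoe* (chromosome 7 of mm10, 19696109 to 19699188, minus strand) in oligodendrocytes was the 1 value that passed FDR under 0.05. It was at 206 ± 110 CPM (SD, n = 3) in WT and 74.2 ± 51.2 in *Fmr1*-KO mice, a log2 fold change of -1.74 (SE 0.31, edgeR FDR = 1.3e-04). It was -1.67 in batch 1 and -1.66 in batch 2, -1.10 without WT 2 and -2.08 without WT 3. Over the alternatives its FDR ranged from 8.6e-07 with cells as replicates to 1.00 with DESeq2. Astrocyte genes as a group had 3.81% of their astrocyte level in oligodendrocytes, and the 15 tested there were all lower in *Fmr1*-KO mice, with a median of -0.48.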

An interesting exception is the upregulation of synaptic signaling pathways in astrocytes (Fig 2B), which we discuss below.

Upregulation of ribosomal pathways and downregulation of synaptic pathways and cell surface protein encoding genes has also been observed in human ESC-derived FMRP-KO neurons and hiPSC derived FXS neurons [55]. In general, categories that are specifically downregulated in mouse *Fmr1*-KO neurons are also downregulated in human FXS and FMRP-KO cultured neurons (S6 Fig). These include functions related to synaptic and cell surface proteins, ion channels and neuron projections (S4D–S4E Fig). Overall, this indicates that the effect of FMRP loss is highly conserved between human and mouse neurons and potentially for other cell types as well.

Taken together, our results reveal a variable transcriptional landscape in the neonatal *Fmr1*-KO cortex, where not all cell types are affected equally. Factors involved in biomolecule production (protein and ATP synthesis) are upregulated in multiple cell types. Conversely, factors important for developing cellular communication (i.e. synaptic signaling and vesicle transport processes) and maintaining ion homeostasis are downregulated in multiple cell types, particularly in neurons (Fig 2B). The effects on these processes in multiple cell types in the *Fmr1*-KO cortex collectively point to enhanced growth and metabolism, and suggest defective network development through impaired cell-cell communication.

### FMRP bound mRNAs are at the core of the neuron response to FMRP loss

FMRP has been previously shown to directly bind hundreds of mRNAs in the mouse brain [12,36,56] or in cell lines [57,58]. The current model suggests that FMRP binding leads to translational repression of its target mRNAs [36,59], although this repression was only validated for a handful of direct targets [11]. In our scRNA-Seq data, FMRP bound mRNAs are enriched in all downregulated neuron specific processes (Fig 2B, p<10^−27^, hypergeometric). 

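*Vamp2* (chromosome 11 of mm10, 69088490 to 69092384, plus strand) was at 466 ± 27.2 CPM (SD, n = 3) in WT and 333 ± 23.4 in *Fmr1*-KO neurons, a log2 fold change of -0.45 (SE 0.10, edgeR FDR = 0.12). *Camk2b* (chromosome 11, 5969644 to 6066362, minus strand) was at 555 ± 170 and 335 ± 122 CPM, a log2 fold change of -0.47 (SE 0.12, edgeR FDR = 0.14). *Camkk2* (chromosome 5, 122731170 to 122779409, minus strand) was at 254 ± 91.6 and 145 ± 45.7 CPM, a log2 fold change of -0.51 (SE 0.13, edgeR FDR = 0.16). *Grm5* (chromosome 7, 87584168 to 88134907, plus strand) had the largest change of the 4 genes, with 252 ± 18.3 and 154 ± 17.7 CPM and a log2 fold change of -0.65 (SE 0.10, edgeR FDR = 0.054). *Grm5* passed under DESeq2 with FDR = 0.0034, and over its alternatives FDR ranged from 3.2e-09 with cells as replicates to 1.00 with an equal mix of neuron subtypes. Within batch 1 the log2 fold changes were -0.48 for *Vamp2*, -0.50 for *Camk2b*, -0.41 for *Camkk2* and -0.71 for *Grm5*, and within batch 2 they were -0.42, -0.43, -0.61 and -0.58. In the equal mix of neuron subtypes they were -0.18, -0.05, -0.23 and -0.38.

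**Figure D3:**
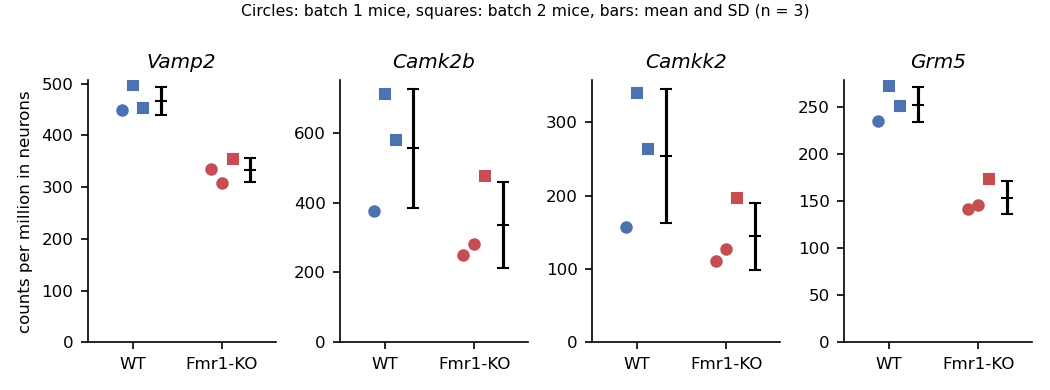
CPM (vertical axis) of *Vamp2*, *Camk2b*, *Camkk2* and *Grm5* in the summed neurons of each mouse, for WT (blue) and *Fmr1*-KO (red) mice. Circles are batch 1, squares batch 2, and bars the mean and SD of 3 mice; the groups of *Vamp2* and *Grm5* do not overlap.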

Strikingly, the top genes related to synapses and neuronal projections that are downregulated are also FMRP bound (S7A Fig): *Vamp2*, which encodes a key component of AMPA receptor subunit vesicle trafficking [60]; *Camk2b* and *Camkk2*, which are both involved in the formation of dendritic spines [61]; and *Grm5*, which encodes the mGluR5 receptor, notably one of the main proposed therapeutic targets for FXS [62]. Likewise, most of the orthologous genes are also downregulated in human FXS neurons (S7B Fig). We therefore wondered whether FMRP bound transcripts are specifically affected, and are thus responsible for explaining the trends we observe.

We focused on the impact of FMRP loss on mRNA abundance of its direct binding targets across different cell types. Out of the 842 mRNAs bound by FMRP in the mouse brain [36], we detected 839 expressed by at least one cell type in our data. We compared the fold change between *Fmr1*-KO and WT for FMRP bound mRNAs to all other expressed mRNAs. Consistent with the strong effect of FMRP loss in neurons, FMRP bound mRNAs show a stronger downregulation in neurons compared to other expressed mRNAs (p < 10^−57^, Wilcoxon rank-sum), while for non-neuronal cell types there is little difference (Figs 3A and S8A).

**Fig 3:**
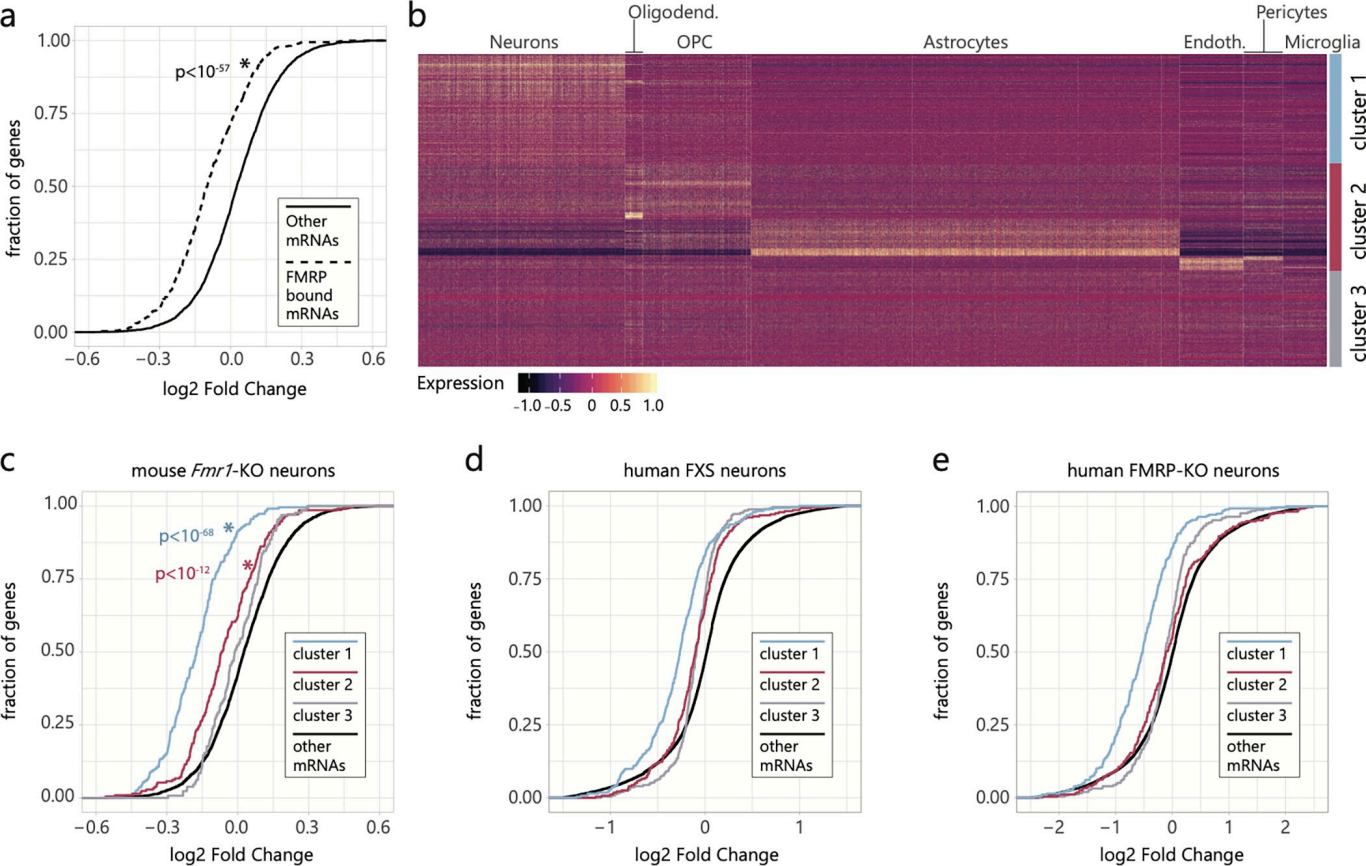
FMRP bound mRNAs show greater downregulation in neurons. **a)** Cumulative distribution plot of the log2 fold change between *Fmr1*-KO and WT gene expression in neurons. Dashed lines represent mRNAs annotated as FMRP bound by Darnell et al. expressed in that cell type. Full lines represent all other expressed genes in that cell type. **b)** Heatmap of expressed FMRP bound mRNAs in WT cortex cells. Genes were clustered based on their expression pattern across cell types and resulting clusters comprise genes expressed at higher levels in neurons (cluster 1), non-neuronal cell types (cluster 2) and without cell type specificity (cluster 3). **c)** Cumulative distribution plot of the log2 fold change between *Fmr1*-KO and WT gene expression in neurons. Colored lines represent each specific subset of expressed genes: Neuron FMRP bound mRNAs, which show highest expression in neurons (blue, cluster 1, Fig 3B); Non-neuronal FMRP bound mRNAs, which show highest expression in other cell types (pink, cluster 2, Fig 3B); Non-specific FMRP bound mRNAs (grey, cluster 3, Fig 3B), which are expressed at similar levels by all cortical cell types; and all other mRNAs expressed in neurons (black). **d-e)** Similar to (c) but displays the log2 fold change distribution for the homolog genes in each cluster of FMRP-bound mRNAs in human FXS neurons (d) or human FMRP-KO neurons (e). P-values refer to Wilcoxon rank-sum tests comparing the fold change distribution of each group of FMRP bound mRNAs to all other expressed mRNAs.

Despite the fact that FMRP bound mRNAs were identified in bulk tissue, they display cell type specific expression (Fig 3B), and therefore different subsets of FMRP targets could respond differently depending on the cell type. These mRNAs can be grouped in three sets (Fig 3B), the first set (35%) being most abundant and most affected in neurons (cluster 1, p < 10^−68^, Wilcoxon rank-sum, Figs 3B–3C and S8B–S8C). Another set of 34% of FMRP bound mRNAs show a higher relative expression in non-neuronal cell types compared to neurons (Fig 3B), but are still highly expressed in neurons (S8B Fig) and their downregulation remains strongest in neurons (cluster 2, p < 10^−12^, Wilcoxon rank-sum, Figs 3C and S8C). The remaining FMRP bound mRNAs are not expressed at high levels by any of the cell types analyzed, and do not seem to be affected by the absence of FMRP in neurons or other cells (cluster 3, Figs 3B–3C and S8B–S8C). Therefore, FMRP target mRNAs that are highly expressed in neurons, regardless of their expression levels in non-neuronal cells, are specifically downregulated in neurons. In cultured human FXS and FMRP-KO neurons, we observed the same trend of downregulation only for the cluster 1 gene orthologs (Figs 3D–3E and S9A–S9B), even though the average expression level of genes in the three clusters is similar in healthy human neurons (S9C Fig). We further examined if other published FMRP bound mRNA lists showed the same signal as seen for the Darnell *et al*. mRNAs, and reported the results for mouse and human neurons in S10 Fig and S4 Table. Three other lists show a significant enrichment for downregulated genes [12,56,63], which is not surprising given the large overlap between genes present in these lists and those reported by Darnell et al [36].

### Critical neural developmental pathways are nonuniformly dysregulated in excitatory versus inhibitory neurons

Many synaptic pathways are collectively impacted in *Fmr1*-KO neurons (S4D Fig). We examined if these and other pathways are uniformly or differently impacted in neuron subtypes. We focused on the two most abundant neuron subtypes: excitatory and interneurons (S1D Fig).

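In interneurons the ribosomal protein genes had a median log2 fold change of 0.08, with 67 of 82 genes higher in *Fmr1*-KO mice (camera FDR = 9e-07). The median was -0.03 within batch 1 and 0.23 within batch 2. Without *Fmr1*-KO 3 it was -0.02 and without WT 1 it was 0.22.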

For one, the increased expression of genes related to ribosomes and translation (Fig 2C) is unique to interneurons. In fact, excitatory neurons show downregulation of these genes (Fig 4A). 

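In excitatory neurons the median of the ribosomal protein genes was -0.06, with 59 of 82 genes lower in *Fmr1*-KO mice (camera FDR = 0.022). It was -0.30 within batch 1 and 0.18 within batch 2, -0.32 without *Fmr1*-KO 3 and 0.18 without WT 1, and 0.06 without the batch term. The median UMIs per excitatory neuron were 976, 2005 and 8588 in the WT mice and 1041.5, 991 and 5889.5 in the *Fmr1*-KO mice. The difference between the subtypes was tested with a genotype by subtype term over 2724 genes, with each mouse as a block. For the ribosomal set the median difference, interneurons minus excitatory neurons, was -0.01 (camera on edgeR's fit, adjusted p = 0.82 over the 3 differences tested). It passed at p under 0.05 below 0 without WT 1 (-0.26), without *Fmr1*-KO 3 (-0.15) and with each cell thinned to 700 UMIs (-0.24), and above 0 without WT 2 (0.11). This model lets the genotype but not the batch act differently in the 2 subtypes, and the genotypes are unbalanced over the batches. With a batch by subtype term, added after seeing the data, the median difference was 0.17, with 76 of 82 genes above 0 (camera, adjusted p = 1.9e-13; fry, adjusted p = 0.20). It was then 0.15 with thinned cells, 0.27 without *Fmr1*-KO 3 and 0.010 without WT 1, where it did not pass.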

Secondly, mitochondrial pathways are also affected differently between the two subtypes. These pathways are downregulated in excitatory neurons while not changed in interneurons (Fig 4B). This reveals a critical difference in the effect of FMRP loss on different neuronal subtypes. It has been observed that mTOR signaling is increased in *Fmr1*-KO mice [53,54] as well as in humans with FXS [64]. mTOR signaling results in increased metabolic activity and, in particular, in upregulation of translation activity (and ribosomal genesis) as well as in upregulation of mitochondrial processes [50,51]. 

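The respiratory chain genes had a median log2 fold change of -0.07 in excitatory neurons, with 49 of 74 genes lower in *Fmr1*-KO mice (camera FDR = 0.089). It passed without WT 2 (-0.11) and without *Fmr1*-KO 1 (-0.09). Over its alternatives FDR ranged from 3.8e-05 with GSEA on the test with cells as replicates, a setting chosen after seeing the data, to 0.96 without WT 3. The median was -0.04 within batch 1 and -0.08 within batch 2. In interneurons it was 0.01, with 40 of 72 genes higher (camera FDR = 0.69), -0.03 within batch 1 and 0.10 within batch 2. The median difference of the set between the subtypes, interneurons minus excitatory neurons, was 0.04 (camera on edgeR's fit, adjusted p = 0.76). It was -0.05 without WT 1, -0.08 without *Fmr1*-KO 3 and 0.09 without *Fmr1*-KO 1, where it passed. With a batch by subtype term, added after seeing the data, it was 0.09 (camera, adjusted p = 0.0047; fry, adjusted p = 0.32), and -0.04 without *Fmr1*-KO 3.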

We observe such an increase only in inhibitory neurons, suggesting that they are the subtype affected by the hyperactivation of mTOR signaling. On the other hand, the downregulation of these pathways in excitatory neurons suggests that in this subtype there may be a previously underappreciated dampening of mTOR activity. 

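The synaptic genes had a median log2 fold change of -0.11 in interneurons, with 36 of 48 genes lower in *Fmr1*-KO mice (camera FDR = 2.6e-04). The median was -0.13 within batch 1 and -0.12 within batch 2 and lay between -0.15 and -0.10 with each mouse left out. Thinning each cell to 700 UMIs gave a median of -0.004. In excitatory neurons the median was -0.01, with 48 of 88 genes lower (camera FDR = 0.20), 0.04 within batch 1 and -0.09 within batch 2. It was 0.03 without *Fmr1*-KO 3, and it passed without WT 1 (-0.09) and without *Fmr1*-KO 2 (-0.06).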

For neuronal projection and synaptic-related pathways downregulated in neurons as a group (Fig 2B), we observed a similar downregulation trend although for different individual GO terms in excitatory and interneurons (Fig 4C, e.g. Synapse in excitatory neurons and Synapse Assembly in interneurons), albeit the results are not significant in these subtypes likely due to the smaller number of cells examined (FDR<0.25, S2 Table).

**Fig 4:**
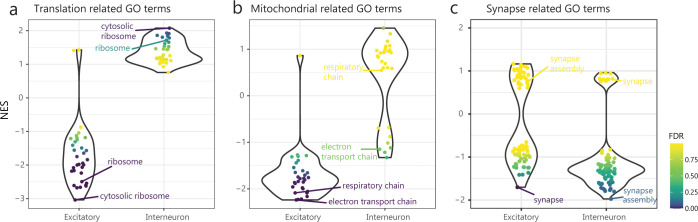
Neuron subtypes show diverse misregulated genes. Comparison of normalized enrichment scores (NES) across neuron subtypes for **a)** synaptic related GO terms (e.g. Synapse, GO:0045202; Synapse assembly, GO:0051963). **b)** translation related GO terms (c: e.g. Ribosome, GO:0005840; Cytosolic ribosome, GO:0022626) or **c)** mitochondrial function related GO terms (d: e.g. Respiratory chain, GO:0070469; Electron transport chain, GO:0022900).

Additionally, the top downregulated genes in interneurons are enriched for genes involved in pathways such as neuron maturation (GO:0042551, p<0.001, hypergeometric; e.g. *App*, *Nrxn1*; S11A Fig) and synaptic vesicle localization (GO:0097479, p<0.01, hypergeometric; e.g. *Adcy1* S11A Fig), which tend to be higher expressed at later stages of neuronal development [65–68]. Conversely, top downregulated genes in excitatory neurons (other than ribosomal and mitochondrial related genes), include many regulators of early stage neurogenesis (e.g. *Slc1a3*, *Tpi1* and *Lrrc17*; S11B Fig) [69–73]. 

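*App* (chromosome 16 of mm10, 84949685 to 85173766, minus strand) was at 544 ± 151 CPM (SD, n = 3) in WT and 381 ± 48.1 in *Fmr1*-KO interneurons, a log2 fold change of -0.34 (SE 0.15, edgeR FDR = 0.998). *Adcy1* (chromosome 11, 7063489 to 7178506, plus strand) was at 519 ± 328 and 196 ± 195 CPM, a log2 fold change of -0.75 (SE 0.14, edgeR FDR = 0.094). *Adcy1* had -0.74 within batch 1 and -0.75 within batch 2 and stayed between -0.77 and -0.72 with each mouse left out. *App* had -0.23 within batch 1 and -0.52 within batch 2.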

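*Slc1a3* (chromosome 15 of mm10, 8634124 to 8710764, minus strand) was at 243, 147 and 94.0 CPM in the excitatory neurons of the WT mice and 162, 127 and 34.2 in those of the *Fmr1*-KO mice. This was 161 ± 75.5 against 108 ± 65.8 CPM (SD, n = 3), a log2 fold change of -1.19 (SE 0.25, edgeR FDR = 0.95). It was -0.76 within batch 1 and -1.77 within batch 2, -0.78 without *Fmr1*-KO 3 and -1.80 without WT 1. Over its alternatives FDR ranged from 1.2e-06 without a filter on low counts to 0.998 with cells thinned to 700 UMIs. Astrocyte genes as a group had 4.19% of their astrocyte level in excitatory neurons, and the 12 tested there were all lower in *Fmr1*-KO mice, with a median of -0.50. *Tpi1* (chromosome 6, 124810586 to 124814296, minus strand) was at 256 ± 61.5 and 182 ± 63.0 CPM, a log2 fold change of -0.28 (SE 0.15, edgeR FDR = 0.999), -0.34 within batch 1 and -0.23 within batch 2. *Lrrc17* (chromosome 5, 21543559 to 21575904, plus strand) was at 347 ± 146 and 264 ± 58.1 CPM, a log2 fold change of -0.39 (SE 0.26, edgeR FDR = 0.999). *Lrrc17* had -1.08 within batch 1 and 0.28 within batch 2, -1.07 without *Fmr1*-KO 3 and 0.24 without WT 1.
The first 1990 lines of S1 Table, which cover excitatory neurons, were at hand, and of their first 5 genes the 4 besides *Slc1a3* were looked up. *Trim43b* rose by a log2 fold change of 0.76 (SE 0.27), *Pik3c2a* by 0.67 (SE 0.23) and *Synrg* by 0.67 (SE 0.20), each with an edgeR FDR = 0.999. *Igfbpl1* had a UMI in too few excitatory neurons to be tested and rose by 1.05 without a filter on low counts.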

The dysregulation of these gene groups suggests an impact on the development of both neuron subtypes at different stages.

Lastly, the most abundant neuron progenitor subtype, the ganglionic eminence inhibitory precursors, shows downregulation of synaptic pathways but upregulation of mitochondrial related pathways (S11C–S11E Fig). This effect in the *Fmr1*-KO ganglionic eminence inhibitory precursors indicate a possible divergence from typical development already at the neuronal precursor stage [74].

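Ganglionic cells had 26 synaptic genes tested, with a median log2 fold change of -0.09 and 19 genes lower in *Fmr1*-KO mice (camera FDR = 0.41). The median was -0.13 within batch 1 and -0.04 within batch 2. The respiratory chain genes had a median of 0.16, with 56 of 73 higher (camera FDR = 2.9e-06), -0.01 within batch 1 and 0.32 within batch 2. Without *Fmr1*-KO 3 it was -0.006 and without WT 1 it was 0.31. edgeR called 2 changed genes in ganglionic cells and 0 in excitatory neurons and interneurons, where 130 and 144 genes had an unadjusted p under 0.05. DESeq2 gave 2, 0 and 0, and cells as replicates 3, 88 and 18.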

### Critical astrocyte-neuronal communications are disrupted by loss of FMRP

Many processes are dysregulated in both neurons and astrocytes, sometimes with opposite effects, revealing a surprisingly different impact of the loss of FMRP in these two cell types. Genes encoding for synaptic signaling (e.g. Integral component of synaptic membrane = GO:0099699; see S2 Table for others) and cell surface proteins (e.g. Intrinsic component of plasma membrane = GO:0031226; see S2 Table for others) are in general downregulated in neurons and other cell types, while upregulated in astrocytes (Fig 5A and S2 Table). 

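In Astrocytes_1 the synaptic genes had a median log2 fold change of 0.05, with 28 of 42 genes higher in *Fmr1*-KO mice (camera FDR = 0.16). The median was 0.14 within batch 1 and -0.08 within batch 2, and -0.08 without WT 1. The set passed without WT 3 (0.08), without *Fmr1*-KO 3 (0.14) and without the batch term (0.09). The difference between the cell types was tested with a genotype by cell type term and each mouse as a block. Over 33 synaptic genes tested in both, the median difference, Astrocytes_1 minus neurons, was 0.49, with 31 genes above 0 (camera on edgeR's fit, adjusted p = 2.3e-09). It did not pass under fry (adjusted p = 0.28) or with the inter-gene correlation estimated (adjusted p = 0.40). With each mouse left out it lay between 0.28 without *Fmr1*-KO 1 and 0.70 without *Fmr1*-KO 3. With an equal mix of neuron subtypes, a setting added after seeing the data, it was 0.23, or 46.7% of its size. With a batch by cell type term, also added after seeing the data, it was 0.28 (camera, adjusted p = 2.7e-11; fry, adjusted p = 0.16), and 0.09 in the equal mix, or 32.5% of that.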

The dysregulated genes in these processes include a large number of known receptor-ligand pairs involved in cross-cell signaling, and their dysregulation in multiple cell types could contribute to an imbalanced extracellular neurotransmitter and gliotransmitter homeostasis (Figs 3B–3C; leading edge analysis, GSEA).

**Fig 5:**
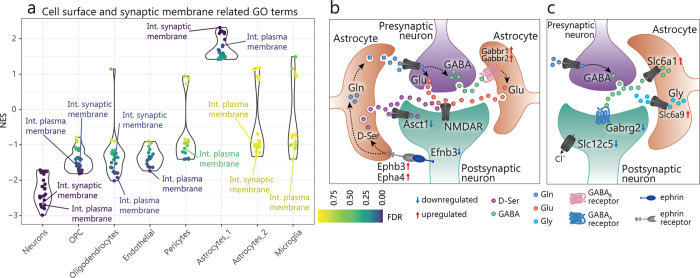
Dysregulated genes in *Fmr1*-KO astrocytes and neurons involved in synaptic functions. **a)** Comparison of normalized enrichment scores (NES) across cell types for all GO terms that show opposite signals in astrocytes and neurons (e.g. Int. synaptic membrane = Integral component of synaptic membrane, GO:0099699; Int. plasma membrane = Intrinsic component of plasma membrane, GO:0031226). **b-c)** Summary diagram of strongest dysregulated genes in astrocytes and neurons involved in synaptic signaling and regulation which suggest an increased release of excitatory (b) and a higher clearance of inhibitory (c) gliotransmitters and neurotransmitters in the synaptic environment. D-Ser = D-Serine; GABA = Gamma aminobutyric acid; Gln = Glutamine; Glu = Glutamate; Gly = Glycine.

Changes in astrocyte and neuronal communications likely result in an excitatory state: two ephrin receptor coding genes, *Ephb3* and *Epha4*, are upregulated in astrocytes (Fig 5B and S1 Table). These receptors are activated by ephrin-B (encoded by *Efnb3*) produced by neurons (Fig 5B, S1 Table), and this activation leads to enhanced release of D-serine (NMDA receptor coagonist) and glutamine (uptaken by excitatory terminals and converted to glutamate)[75,76]. 

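*Ephb3* (chromosome 16 of mm10, 21204755 to 21223305, plus strand) was at 99.1 ± 9.28 CPM (SD, n = 3) in WT and 135 ± 3.62 in *Fmr1*-KO Astrocytes_1, a log2 fold change of 0.42 (SE 0.09, edgeR FDR = 0.92). Its groups did not overlap, and the log2 fold change was 0.29 within batch 1 and 0.54 within batch 2. *Epha4* (chromosome 1, 77367185 to 77515088, minus strand) was at 76.4 ± 19.8 and 91.4 ± 1.73 CPM, a log2 fold change of 0.23 (SE 0.18, edgeR FDR = 0.92), 0.03 within batch 1 and 0.43 within batch 2.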

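In neurons *Efnb3* (chromosome 11 of mm10, 69554092 to 69560205, minus strand) was at 169 ± 33.3 CPM (SD, n = 3) in WT and 145 ± 20.3 in *Fmr1*-KO mice, a log2 fold change of -0.36 (SE 0.10, edgeR FDR = 0.16). It was -0.40 within batch 1, -0.31 within batch 2 and -0.26 with an equal mix of neuron subtypes.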

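*Slc1a4* (chromosome 11 of mm10, 20302180 to 20332713, minus strand) was at 103 ± 19.7 CPM (SD, n = 3) in WT and 85.6 ± 18.3 in *Fmr1*-KO neurons, a log2 fold change of -0.39 (SE 0.14, edgeR FDR = 0.24). It was -0.44 within batch 1, -0.35 within batch 2 and -0.24 with an equal mix of neuron subtypes.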

Further, we also observe a downregulation of *Slc1a4* (*Asct1*; Fig 5B and S1 Table) in neurons, which could lead to reduced clearance of D-serine and an increase in extracellular excitatory neurotransmitters [77]. Additionally, we observed an upregulation of *Gabbr1* and *Gabbr2* in *Fmr1*-KO astrocytes, which encode two subunits of the GABA_B_ receptors (Fig 5B and S1 Table). This could lead to enhanced glutamate release resulting from the activation of GABA_B_ receptors [78].

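*Gabbr1* (chromosome 17 of mm10, 37045966 to 37075067, plus strand) was at 463 ± 15.4 CPM (SD, n = 3) in WT and 591 ± 20.3 in *Fmr1*-KO Astrocytes_1, a log2 fold change of 0.33 (SE 0.08, edgeR FDR = 0.92), with 0.32 within batch 1 and 0.35 within batch 2. *Gabbr2* (chromosome 4, 46662305 to 46991873, minus strand) was at 54.7 ± 6.90 and 76.3 ± 21.4 CPM, a log2 fold change of 0.28 (SE 0.14, edgeR FDR = 0.92), with 0.49 within batch 1 and 0.07 within batch 2.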

On the other hand, our data also suggests a dampened inhibitory signaling resulting from dysregulated membrane and synaptic genes in both neurons and astrocytes. In astrocytes, genes such as such as *Slc6a1* (GAT-1), and *Slc6a9* (GlyT-1) are upregulated (Fig 5C and S1 Table), and this could lead to enhanced clearance of GABA and glycine (both inhibitory neurotransmitters) from the neuronal environment. 

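*Slc6a9* (chromosome 4 of mm10, 117834506 to 117875198, plus strand) was at 260 ± 31.0 CPM (SD, n = 3) in WT and 345 ± 79.0 in *Fmr1*-KO Astrocytes_1, a log2 fold change of 0.24 (SE 0.10, edgeR FDR = 0.92), 0.40 within batch 1 and 0.09 within batch 2.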

In neurons, the downregulation of a GABA_A_ receptor gamma subunit (*Gabrg2*) (Fig 5C and S1 Table) suggests their reduced sensitivity to environmental GABA inhibitory signals. Previously, in both fly and mouse models of FX, multiple subunits (including gamma) were reported to have reduced expression [79]. We additionally detected reduced expression of *Slc12c5* (KCC2) in *Fmr1*-KO neurons (Fig 5C and S1 Table), which encodes a transporter crucial for the switch of GABA from being excitatory to inhibitory [80]. This reduction could underlie the delayed switch in GABA polarity seen in *Fmr1*-KO mice [81].

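The gene of KCC2 is listed as *Slc12a5* (chromosome 2 of mm10, 164960802 to 164999731, plus strand). It was at 169 ± 17.0 CPM (SD, n = 3) in WT and 140 ± 33.1 in *Fmr1*-KO neurons, a log2 fold change of -0.41 (SE 0.13, edgeR FDR = 0.19). It was -0.29 within batch 1 and -0.55 within batch 2, and 0.07 with an equal mix of neuron subtypes.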

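In Astrocytes_1 *Mt1* (chromosome 8 of mm10, 94179082 to 94180327, plus strand) was at 1854 ± 928 CPM (SD, n = 3) in WT and 977 ± 208 in *Fmr1*-KO mice, a log2 fold change of -0.58 (SE 0.22, edgeR FDR = 0.92). *Mt2* (chromosome 8, 94172664 to 94173568, plus strand) was at 1355 ± 770 and 687 ± 105 CPM, a log2 fold change of -0.64 (SE 0.28, edgeR FDR = 0.92). Within batch 1 the values were -0.26 for *Mt1* and -0.22 for *Mt2*, and within batch 2 -0.85 and -0.97. Without *Fmr1*-KO 3 they were -0.27 and -0.22, and without WT 1 they were -0.90 and -1.05. The authors' counting ignored reads with more than 1 position, so reads that fit both *Mt1* and *Mt2* are not in these values.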

Two of the most strongly downregulated genes in astrocytes are the two metallothioneins, *Mt1* and *Mt2* (S3 Fig and S1 Table), which are likewise critical to astrocyte-neuron interactions. Metallothioneins secreted by astrocytes play a key role in the protection of the central nervous system in response to injury, and neuronal recovery is impaired in their absence [82].

Collectively, these changes point to an imbalanced extra and intra-neuronal environment that favors excitation over inhibition (Figs 5B–5C). Indeed, cortical hyperexcitability is believed to be the biological basis of ASD and epilepsy, including FXS [83].

## Discussion

Our study presents the first attempt to dissect the cell type specific contributions to FXS pathology using the power of single cell RNA-Seq, and reveals cell type specific alterations that could be masked in global measurements. We found that FMRP loss results in small changes to individual gene expression overall, but is specific to core functional processes and is most severe in neurons. By dissecting cell type specific effects, we have described several novel findings in FMRP deficient mice including: i) Higher impact of FMRP loss in neurons; ii) Potential differences in mTOR activity across different cell types; iii) Changes in abundance of cell-cell signaling genes that could increase environmental excitability. We further discuss these findings below.

### Impact of FMRP loss in neurons

Neurons are markedly the most impacted cell type, with synaptic and neuronal projection among the most strongly downregulated processes. Our data further points to multi-leveled transcriptome deficits (vesicle transport, cell morphology and receptors, affecting both pre and postsynaptic structures), which could explain known deficits of FXS neurites and synaptic development [4]. Neurons are also the only cell type where the set of mRNAs bound by FMRP in the mouse brain are distinctively downregulated, and we find no evidence that expression of FMRP protein partners contribute to this neuron specific effect (S12 Fig). The mechanisms that result in this cell type-specific and binding target-specific effect are likely miscellaneous, but some of the likely contributing mechanisms could be tied to reduced mRNA stability of FMRP targets [22,23,84,85], dysregulated mRNA export from the nucleus [86,87], dysregulated chromatin homeostasis which in turn can impact genome stability, RNA splicing, and transcription [25,88,89], or cascade effect downstream of dysregulated translational or signaling pathways, even if the direct effect may not be necessarily reflected at RNA level, e.g. the cAMP-cGMP pathway dysregulated in FXS [12,90] that can impact downstream transcription programs and neurodevelopment [91]. However, it remains unclear why FMRP loss affects FMRP targets most strongly in neurons. We hypothesize that this neuron specific downregulation of FMRP targets is due to the neuron specific expression of FMRP itself, and the loss of FMRP has a stronger impact on a subset of FMRP bound mRNAs. Although we did not detect a differential *Fmr1* mRNA expression across the major brain cell types (S12B Fig), FMRP protein was previously shown by multiple immunostaining studies to be predominantly expressed in neurons as opposed to other cell types in the brain [16,30,92,93]. 

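*Fmr1* in the WT mice was at 95.2 ± 25.7 CPM (SD, n = 3) in OPCs, 80.9 ± 1.19 in Astrocytes_1, 65.7 ± 5.99 in neurons, 63.9 ± 6.03 in Astrocytes_2, 60.4 ± 4.25 in pericytes, 54.6 ± 8.49 in microglia, 46.5 ± 15.4 in oligodendrocytes and 31.7 ± 8.88 in endothelial cells. Of the 8 types, 3 were above neurons in WT 1 and WT 3 and 2 in WT 2. The lowest type was endothelial cells in each WT mouse, with 24.0, 41.4 and 29.8 CPM. In the *Fmr1*-KO mice *Fmr1* was at 26.2 ± 1.98 CPM in OPCs, 18.0 ± 0.323 in Astrocytes_1, 21.7 ± 5.13 in neurons, 17.2 ± 3.59 in Astrocytes_2, 6.76 ± 7.20 in pericytes, 17.1 ± 5.83 in microglia, 15.9 ± 9.30 in oligodendrocytes and 8.97 ± 3.50 in endothelial cells. *Fmr1* had UMIs in enough cells to be tested in 2 types. The log2 fold change was -2.15 (edgeR FDR = 8.5e-05) in Astrocytes_1 and -1.78 (edgeR FDR = 0.0042) in OPCs. Within batch 1 it was -2.15 in Astrocytes_1 and -1.40 in OPCs, and within batch 2 -2.09 and -2.07. In OPCs it was -2.11 without WT 1 and -1.42 without *Fmr1*-KO 3. Among neuron subtypes, WT and *Fmr1*-KO mice had 64.0 ± 7.44 and 25.2 ± 7.91 CPM in excitatory neurons, 70.9 ± 9.00 and 19.1 ± 7.08 in interneurons and 72.6 ± 11.5 and 23.3 ± 9.70 in ganglionic cells.

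**Figure D4:**
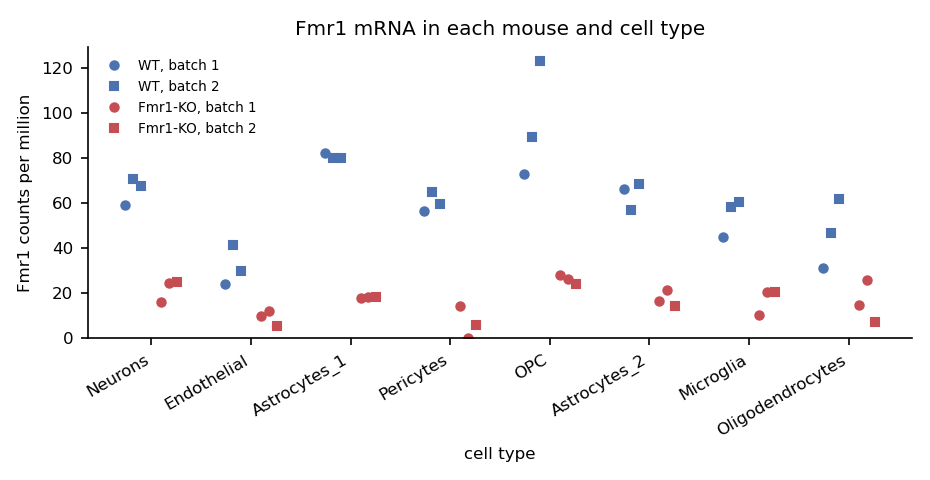
CPM of *Fmr1* (vertical axis) in the summed cells of each type (horizontal axis), 1 point per mouse. WT mice (blue) lie above *Fmr1*-KO mice (red) in each of the 8 types; circles are batch 1 and squares batch 2.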

Of note, the majority of the FMRP bound mRNAs show highly dynamic expression patterns across the embryo to postnatal development, in both neurons and in non-neuronal cells (S13A and S13B Fig). At postnatal day 5 (P5), the majority of these FMRP bound mRNAs start to be robustly expressed. Additionally, this subset of targets with high expression at P5 is enriched for genes related to synaptic functions (S13A Fig). This suggests that P5 is a critical developmental time point in FMRP mediated RNA homeostasis. It is possible that different FMRP bound mRNAs are downregulated at different developmental stages in mouse brains that lack FMRP, and that a different set of FMRP bound mRNAs may become of more relevance to the pathology at adult stages (S13A and S13B Fig). Finally, many of the neuronal downregulated pathways including neuron projection terms and vesicle transport were identified as downregulated both in RNA and protein levels by recent studies in human *in-vitro* neurons derived from embryonic or pluripotent stem cells [94,95]. This suggests that the downstream molecular consequences of the absence of FMRP in neurons are well conserved in mammals and that the wealth of altered pathways we observed in the *Fmr1*-KO mouse model can provide a valuable resource for future studies in FXS patients and the design of therapeutic approaches.

### Potential differences in mTOR activity

Multiple cell types display an upregulation of genes involved in translational and energy production processes, which are likely a downstream consequence of the increase in mTOR complex 1 signaling that has been previously detected in *Fmr1*-KO mice. The activation of this pathway is thought to be linked to the exaggerated mGluR5-LTD and a critical mechanism behind FXS pathology [53,96]. We find that cortical excitatory neurons show a downregulation trend for both types of processes, indicating that they respond to the loss of FMRP differently than inhibitory neurons and possibly reflect a decrease in mTOR activity. Indeed, stimulation of the N-methyl-D-aspartate receptor (NMDAR) decreases mTOR signaling activity [97–99]. We find that NMDAR subunits are most highly expressed in excitatory neurons (S14A Fig) and one subunit, Grin2b, is upregulated in *Fmr1*-KO excitatory neurons (S14B Fig, FDR = 0.019). This increased expression of NMDAR in excitatory neurons, together with a gliotransmitter and neurotransmitter environment that favors activation of NMDAR (Fig 5B–5C), likely results in increased NMDAR signalling which suppresses mTOR activity and downstream pathways in excitatory neurons. On the other hand, inhibitory neurons exhibit increased metabolic gene expression which is concordant with mTOR hyperactivity. This implies that the current therapeutic strategies that target mTOR signaling for rescuing the cognitive and synaptic deficits in FXS may have drastically different effects in different neuron subtypes.

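By mean CPM over mice, compared over all 18 subtypes, 4 of 7 NMDAR subunit genes were highest in excitatory neurons and 3 in another subtype. *Grin2b* was at 722 ± 236 CPM (SD, n = 6 mice) in excitatory neurons and 199 in interneurons, and highest in excitatory neurons in 6 of 6 mice. *Grin1* was at 191 ± 60.6 CPM there against 179 in CR cells, highest in 4 of 6 mice, and *Grin2a* at 12.0 ± 7.02, highest in 5 of 6. *Grin2d* differed little, with 26.6 ± 15.8 CPM in excitatory neurons and 24.7 in interneurons. *Grin3a* was highest in the first OPC subtype with 306 ± 17.8 CPM against 176 ± 83.6 in excitatory neurons, and *Grin2c* in Astrocytes_2 with 21.1 ± 16.4 CPM.
In excitatory neurons *Grin2b* (chromosome 6 of mm10, 135713233 to 136173511, minus strand) was at 612 ± 141 CPM (SD, n = 3) in WT and 848 ± 344 in *Fmr1*-KO mice, a log2 fold change of 0.16 (SE 0.17, edgeR FDR = 0.999). It was 0.41 within batch 1 and -0.11 within batch 2, -0.12 without WT 1 and 0.42 without *Fmr1*-KO 3. With cells as replicates it was 0.24 (edgeR FDR = 0.030), and over the alternatives FDR ranged from this value to 1.00.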

### Changes in abundance of cell-cell signaling genes and environmental excitability

A growing body of evidence supports the role of astrocytes in the pathology of neurological disorders [100,101]. Astrocyte involvement in FXS in particular was previously demonstrated by co-culture studies where neurons exhibited decreased levels of synaptic proteins and abnormal dendritic morphology when grown with astrocytes from *Fmr1*-KO mice [102]. Our analysis of the *Fmr1*-KO single cell transcriptome reveals that many key receptors and secreted proteins are misregulated in astrocytes. These alterations suggest that *Fmr1*-KO astrocytes contribute to an environment of increased excitability, and could also impact neuronal development. Dysregulation of many other genes that regulate cellular communication with its environment in diverse cell types may also contribute to the FXS phenotypes of mRNA translation and neurological defects. These include genes downregulated in oligodendrocytes, such as *Slc1a2* (GLT-1, S1 Table), involved in glutamate regulation and critical for white matter development [103,104]. 

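*Slc1a2* (chromosome 2 of mm10, 102658659 to 102790784, plus strand) was at 102 ± 40.3 CPM (SD, n = 3) in WT and 37.6 ± 14.5 in *Fmr1*-KO oligodendrocytes, a log2 fold change of -1.74 (SE 0.43, edgeR FDR = 0.066). It was -1.38 within batch 1 and -1.87 within batch 2. The number of oligodendrocytes was 26, 98 and 60 in the WT mice and 24, 38 and 108 in the *Fmr1*-KO mice. With cells as replicates FDR was 0.0039 (edgeR), and over the alternatives it reached 1.00 with DESeq2. *Slc1a2* is among the astrocyte genes, which as a group were lower in *Fmr1*-KO oligodendrocytes.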

*Slc7a5* (LAT-1, S1 Table) is downregulated in endothelial cells, and encodes a mediator of amino acid uptake that can impact mRNA translation in the brain, causing neurological abnormalities [105]. 

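*Slc7a5* (chromosome 8 of mm10, 121881150 to 121907694, minus strand) was at 2770 ± 542 CPM (SD, n = 3) in WT and 2164 ± 627 in *Fmr1*-KO endothelial cells, a log2 fold change of -0.58 (SE 0.19, edgeR FDR = 0.28). It was -0.32 within batch 1 and -0.81 within batch 2. Without *Fmr1*-KO 3 it was -0.32 and without WT 1 it was -0.84.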

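*Slc30a10* (chromosome 1 of mm10, 185454848 to 185468762, plus strand) was at 94.6 ± 2.78 CPM (SD, n = 3) in WT and 116 ± 13.1 in *Fmr1*-KO Astrocytes_1, a log2 fold change of 0.22 (SE 0.09, edgeR FDR = 0.92), with 0.35 within batch 1 and 0.10 within batch 2.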

Astrocytes, in turn, show an increased expression of *Slc30a10* (ZnT10, S1 Table), which is responsible for Zn^2+^ and Mn^2+^ transport to the extracellular space [106]. High cellular levels of Zn^2+^ and Mn^2+^ induce the transcription of metallothionein mRNAs [107]. Castagnola *et al*. showed a global altered AMPA response in *Fmr1*-KO excitatory compared to inhibitory neurons [108]. AMPA receptor subunits need to be inserted to the postsynaptic membrane by vesicle trafficking factors such as Vamp2 to regulate the excitatory synapses [60]. We show that in *Fmr1*-KO neurons, the *Vamp2* mRNA was dysregulated (S7A Fig), which could lead to impaired trafficking of AMPA receptors, and in turn contribute to the excitatory-inhibitory imbalance in the FXS brain.

Our findings underscore the complex nature of the pathophysiology of FXS which involves the interaction of numerous cell types and multiple misregulated pathways. We hypothesize that it is this collective change that’s driving the pathophysiology but not that of a few individual genes. Additionally, some of the findings described here have been independently observed in other human models. More recently, the development of human FXS forebrain organoids shows enhanced neuronal excitability by immunocytochemistry, and downregulated neurodevelopmental pathway genes, as well as upregulated protein translation and mitochondrial pathway genes by scRNA-Seq [109]. Together these studies provide invaluable resources for the FXS research community. We focused on the mouse cortex at P5, a critical period for mouse cortical development, to identify changes that precede the onset of the FXS-like phenotypes. Future studies that profile earlier and later developmental stages would be invaluable to track the transcriptomic development of the disease, and would be instrumental for identifying developmental stage appropriate treatments. The mechanism by which cells, and neurons in particular are strongly affected by FXS is likely the result from a combination of cell intrinsic and extrinsic effects. To dissect these effects in the proper context, cell type specific KO models will be critical.

## Methods

### Ethics statement

All experimental procedures followed the animal care protocol approved by the University of Massachusetts Medical School Institutional Animal Care and Use Committee (IACUC).

### Mice

Wild type (WT; FVB.129P2-*Pde6b*^*+*^ *Tyr*^*c-ch*^/AntJ; JAX stock 004828) and *Fmr1* knockout (*Fmr1*-KO; FVB.129P2-*Pde6b*^*+*^ *Tyr*^*c-ch*^ *Fmr1*^*tm1Cgr*^/J; JAX stock 004624) mice at postnatal day 5 (P5) of both sexes were used.

### Cortex dissection and dissociation

Three mice per genotype were used for single-cell collection. P5 mice were euthanized by decapitation and the brain was rapidly removed and placed in cold dissection buffer (1x HBSS). The brain was rapidly dissected to collect the cerebral cortex (both hemispheres) and the tissue was dissociated using the Papain dissociation system (Worthington Biochemical) following the manufacturer’s protocol with a 30 minute incubation.

### InDrop collection and scRNASeq library preparation

Dissociated cortical cells were resuspended in PBS, filtered through a 70 micron cell strainer followed by a 40 micron tip strainer, and counted with a Countess instrument (Life Technologies). The cells were further diluted to the final concentration (80,000 cells/mL) with OptiPrep (Sigma) and PBS, and the final concentration of OptiPrep was 15% vol/vol. A total of 2,000 to 5,000 cortical cells were collected per mouse and processed following the InDrop protocol [38,110]. Final libraries containing ~1,200 cells were constructed and sequenced on an Illumina NextSeq 500 instrument, generating on average ~130 million reads per library (S3 Table).

### Data processing

#### Cleanup, alignment and transcript quantification

Sequencing reads were processed as previously described [111] and the pipeline is available through GitHub (github.com/garber-lab/inDrop_Processing). Briefly, fastq files were generated with bcl2fastq using parameters—use-bases-mask y58n*,y*,I*,y16n*—mask-short-adapter-reads 0—minimum-trimmed-read-length 0—barcode-mismatches 1. Valid reads were extracted using the barcode information in R1 files and were aligned to the mm10 genome using TopHat v2.0.14 with default parameters and the reference transcriptome RefSeq v69. Alignment files were filtered to contain only reads from cell barcodes with at least 1,000 aligned reads and were submitted through ESAT (github.com/garber-lab/ESAT) for gene-level quantification of unique molecule identifiers (UMIs) with parameters *-wLen 100 -wOlap 50 -wExt 1000 -sigTest* .*01 -multimap ignore -scPrep*. Finally, we identify and correct UMIs that are likely a result of sequencing errors, by merging the UMIs observed only once that display hamming distance of 1 from a UMI detected by two or more aligned reads.

#### Dimensionality reduction and clustering

Gene expression matrices for all samples were loaded into R [112] (V3.6.0) and merged. Barcodes representing empty droplets were removed by filtering for a minimum of 700 UMIs observed. The functions used in our custom analysis pipeline are available through an R package (github.com/garber-lab/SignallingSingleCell). Using the raw expression matrix, genes were selected for dimensionality reduction with a minimum expression of 3 UMIs in at least 1% of all cells. From those, the top 30% of genes with the highest coefficient of variation were selected. Dimensionality reduction was performed in two steps, first with a principal component analysis (PCA) using the most variable genes and the R package *irlba* v2.3.3 [113], then using the first 7 PCs (>90% of the variance explained) as input to a t-distributed stochastic neighbor embedding (tSNE; package *Rtsne* v0.15) with parameters *perplexity = 30*, *check_duplicates = F*, *pca = F* [112]. Clusters were defined on the resulting tSNE 2-dimensional embedding, using the density peak algorithm [114] implemented in *densityClust* v0.3 and selecting the top cluster centers based on the γ value distribution (γ = *ϱ* ✕ *δ*; *ϱ* = local density; *δ* = distance from points of higher density). Using known cell type markers, clusters that corresponded to erythrocytes or potential cell doublets were excluded and the remaining cluster were used to define 5 broad populations (Immune, Vascular, Astrocytes, Oligodendrocytes and Neuronal). Erythrocyte marker genes (*Hba-a1*, *Hba-a2*, *Hbb-b1*, *Hbb-bh1*, *Hbb-bh2*, *Hbb-bs*, *Hbb-bt*, *Hbb-y*, *Hbq1a*, *Hbq1b*) were excluded from the resulting expression matrix. Raw UMI counts were normalized separately for each batch of libraries (S3 Table), using the function *computeSumFactors* from the package *scran* v1.12.1 [115], and parameter *min*.*mean* was set to select only the top 20% expressed genes to estimate size factors, using the 5 broad populations defined above as input to the parameter *clusters*. After normalization, only cells with size factors that differed from the mean by less than one order of magnitude were kept for further analysis (0.1x(Σ(θ/N)) > θ > 10x(Σ(θ/N)); θ = cell size factor; N = number of cells). The normalized expression matrix was used in a second round of dimensionality reduction and clustering. The top 20% variable genes were selected as described above, and a mutual nearest neighbor approach was used to correct for batch effects implemented in the *fastMNN* function of package *batchelor* v1.0.1 [116]. To determine the number of dimensions used in the batch correction, the top 12 PCs that explained 90% of the variance were selected. The batch corrected embedding was used as input to tSNE, and the resulting 2D embedding was used to determine clusters as described above. Marker genes for each cluster were identified by a differential expression analysis between each cluster and all other cells, using *edgeR* [117], with size factors estimated by *scran* and including the batch information in the design model. Known cell type markers were used to determine 7 main populations (Immune, Endothelial, Pericytes, Ependymal, Astrocytes, Neuronal and Oligodendrocytes/OPCs). Each of these populations was independently re-clustered following the same procedure described above, to reveal more specific cell types and remove potential cell doublets (S1 Fig). All R scripts for the steps described here are available through GitHub (github.com/elisadonnard/FXSinDrop).

#### Differential expression and GSEA analysis

Differentially expressed (DE) genes between genotypes were identified per cell type using *edgeR*, with size factors estimated by *scran* and including the batch information in the design model. Only cell populations with at least 100 cells of each genotype were tested for differential expression, a threshold established empirically after downsampling both neurons and endothelial cells, which revealed a large increase in the variability of fold change values observed below this cell number. Only genes that had at least one UMI in 15% of the cells of that type were used in the analysis. Genes were considered DE when they showed an FDR<0.01 and at least 1.15x fold change. Complete DE results can be found in S1 Table.

The gene set enrichment analysis (GSEA v3.0) [118] was performed using a ranked gene list constructed from the *edgeR* result. Genes were ranked by their reported fold change (logFC). GSEA was run via command line with parameters—*set_max 3000 -set_min 30*. The reference of GO term annotations for mouse Entrez GeneIDs was obtained from the *org*.*Mm*.*eg*.*db* package v3.8.2. GO terms were considered significantly altered if they showed an FDR<0.01. A total of 863 Gene Ontology (GO) terms had significant alteration (FDR<0.01) in one or more cell types. GO terms with high similarity were collapsed into 538 non-redundant categories (collapsedNAME, S2 Table), using the function *plot_go_heatmap* from the package *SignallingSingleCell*, which compares the leading edge list of genes for each enriched pathway and creates a unified term if the overlap is greater than 80%. Collapsed categories were used to compare the results from different cell types (Figs 2A–2B and S3C and S3D Figs).

#### Human ESC-derived neuron gene expression analysis

All data for human cultured neurons was obtained from a recently published study [55]. Normalized counts and log2 fold changes are available as supplementary files in GEO accession GSE117248. Homolog genes were defined by the HomoloGene release 68 [119].

#### FMRP bound mRNA expression analysis

The normalized expression matrix was subset to select only WT cells and FMRP-bound mRNAs defined by Darnell *et al*. [36] expressed by at least one cell (n = 743). Cells were ordered first based on cell type assignment and hierarchically clustered based on the expression of these mRNAs (*dist* function *method =“euclidean”*; *hclust* function *method =“average”*). Genes were clustered using *k-means* (k = 7) followed by hierarchical clustering within the k-means cluster. Resulting clusters were merged based on the cell type pattern of expression to obtain the final three clusters (Neuronal, Non-neuronal, Non-specific). We examined other FMRP bound mRNA lists [12,56,63,120,121], described in [122], and their overlap with differentially expressed genes in this study are listed in S4 Table.

#### Temporal expression analysis of FMRP targets

The cell type specific expression analysis (Fig 3B) highlighted a group of FMRP bound mRNAs that are more abundantly expressed in P5 neurons. We assessed how this expression pattern changes across developmental stages, in order to identify critical FMRP targets at each stage. Using available single-cell RNA-Seq datasets, we performed a temporal analysis of the expression of FMRP bound mRNAs in the mouse cortex across four different developmental stages: E14 [42], P0 [42], P5 (this study, WT cells only) and P20 [44]. For each FMRP bound mRNA, we computed their aggregated expression in neurons or in non-neuronal cortical cells, and evaluated their relative expression in the same cell type across different time points. We focused on the three groups of genes identified in the P5 cell type analysis (clusters 1, 2 and 3; Fig 3B). Notably, very few FMRP bound mRNAs are expressed at higher levels in early development (E14.5 or P0), and these genes either show no particular functional enrichment with respect to the complete set of FMRP bound mRNAs, or are enriched for genes that encode nuclear proteins and DNA binding factors (S13 Fig), which could reflect the fact that the list of FMRP-bound mRNAs was defined using older mice (P14, P15 and P25; [36]). More significant neuron function enrichments, such as synaptic proteins, vesicle trafficking and ion channels are seen in the groups of genes that show highest expression at later postnatal timepoints (P5 and P20). Many of these genes appear to reach their maximal expression at P5, while others are expressed at even higher levels on the mature cortex, making this an interesting set of genes to explore in the absence of FMRP during later developmental stages.

## Supporting information

S1 Fig **a)** tSNE representation of cells colored by major cell type. **b)** tSNE representation of cells separated and colored by genotype. **c)** Cell type composition of each collected sample.
(EPS) Click here for additional data file.

S2 Fig Unbiased sub-clustering results and subtype identification for each of the main cell types: **a)** Neurons; **b)** Astrocytes; **c)** Microglia and other immune cells; **d)** Oligodendrocytes and OPCs. tSNE = t-distributed stochastic neighbor embedding.
(EPS) Click here for additional data file.

S3 Fig Plot of the log2 fold change (logFC) for each gene per normalized mean expression in aggregated WT cells (UMIs per million). (EPS) Click here for additional data file.

S4 Fig **a, b)** UpSetR diagrams showing overlap between GO terms identified as significantly upregulated (a) or downregulated (b)**. c)** Example GO terms upregulated specifically in mouse neurons: DNA binding (GO: 0003677; top), chromatin (GO:0000785; middle), and RNA splicing (GO:0008380, bottom). Center and right panels display the response for the same GO terms in human FXS and FMRP-KO cultured neurons, none of them showing significant change (FDR > 0.01). **d)** Example GO terms downregulated specifically in mouse neurons: synaptic membrane (GO:0097060; top), axon (GO:0030424; middle), and cation transport (GO:0098655; bottom). Center and right panels display the response for the same GO terms in human FXS and FMRP-KO cultured neurons, most of them showing significant change (FDR < 0.01). ES = GSEA Enrichment Score. NES = GSEA Normalized Enrichment Score.
(EPS) Click here for additional data file.

S5 Fig **a)** Expression in all mouse neurons for example genes upregulated in *Fmr1*-KO related to mRNA splicing. Numbers below boxplot correspond to numbers of cells present in each group (top) and median expression (bottom). **b)** Expression in all mouse single cells for example genes downregulated in multiple cell types related to vesicle pathways. Numbers below boxplot correspond to numbers of cells present in each group (top) and median expression (bottom).
(EPS) Click here for additional data file.

S6 Fig **a)** log2 fold change relative to healthy human cultured neurons for hiPSC derived FXS neurons and hESC derived FMRP-KO neurons reported in Utami *et al*. 2020. Genes depicted are homologs to the ones expressed in mouse neurons that show a significant change in one of the cultured human neurons (FDR < 0.01; n = 1953). Red colored genes show a significant upregulation in mouse *Fmr1*-KO (FDR < 0.01, log2FC > 0), while blue colored genes show a significant downregulation in mouse *Fmr1*-KO (FDR < 0.01, log2FC < 0). **b-e)** Comparison of normalized enrichment scores (NES) across human cultured neurons for GO terms involved in different processes which were significantly altered in mouse *Fmr1*-KO neurons. **b)** Translational (e.g. Ribosome, GO:0005840; Translation, GO:0006412). **c)** Mitochondrial (e.g. Respiratory chain complex I, GO:0045271; NADH dehydrogenase complex, GO:0030964). **d)** Synaptic functions (e.g. postsynaptic membrane, GO:0045211; Synaptic vesicle exocytosis, GO:0016079; Signal release from synapse, GO:0099643). **e)** GO terms which display opposite signals in mouse neurons and astrocytes (e.g. GABA-ergic synapse, GO:0098982; Synaptic membrane, GO:0097060).
(TIF) Click here for additional data file.

S7 Fig **a)** Expression in all mouse neuronal cells for example genes downregulated in *Fmr1*-KO involved in synaptic and neuron projection processes. Numbers below boxplot correspond to numbers of cells present in each group (top) and median expression (bottom). **b)** Expression of human orthologs for the same example genes in all bulk RNA-Seq replicates [55] of the human cultured neurons. Compared to healthy human ESC-derived neurons, the FXS derived neurons all display downregulation of the same genes, while human FMRP-KO derived neurons show upregulation of GRM5.
(EPS) Click here for additional data file.

S8 Fig **a)** Cumulative distribution plot of the log2 fold change between *Fmr1*-KO and WT gene expression in each cell type. Dashed lines represent genes annotated as FMRP bound by Darnell et al. expressed in that cell type. Full lines represent all other expressed genes in that cell type. **b)** Aggregated expression (UMIs per million) in WT cells for each cell type of all FMRP bound genes that are classified as neuronal (cluster 1), non-neuronal (cluster 2), or non-specific (cluster 3) in terms of their pattern of expression (heatmap clusters, Fig 3B). **c)** Cumulative distribution plot of the log2 fold change between *Fmr1*-KO and WT gene expression in each cell type. Colored lines represent each specific subset of expressed genes genes: Neuronal FMRP bound mRNAs, which show highest expression in neurons (blue, cluster 1, Fig 3B); Non-neuronal FMRP bound mRNAs, which show highest expression in non-neuronal cell types (pink, cluster 2, Fig 3B); Non-specific FMRP bound mRNAs (grey, cluster 3, Fig 3B), which are expressed at similar levels by all cortical cell types; and all other mRNAs expressed in neurons (black).
(EPS) Click here for additional data file.

S9 Fig **a-b)** Cumulative distribution plot of the log2 fold change in human FXS cultured neurons derived from iPSCs (a) or human FMRP-KO cultured neurons derived from hESCs (b). Dashed lines represent human homologs of mRNAs annotated as FMRP bound by Darnell et al., and full lines represent human homologs to the other expressed genes in mouse neurons. **c)** Expression (normalized counts) in healthy human cultured neurons derived from the H1 ESC cell line [55] for homologs of all FMRP bound genes that are classified as neuronal (cluster 1), non-neuronal (cluster 2), or non-specific (cluster 3) in terms of their pattern of expression (heatmap clusters, Fig 3B).
(EPS) Click here for additional data file.

S10 Fig Cumulative distribution plot of the log2 fold change between FMRP deficient and WT gene expression in neurons, showing in colors different groups of genes annotated as FMRP bound by the respective publications cited. **a)** Comparison in mouse *Fmr1*-KO neurons **b)** Comparison in human FXS cultured neurons derived from iPSCs [55] **c)** Comparison in human FMRP-KO cultured neurons derived from hESCs [55].
(EPS) Click here for additional data file.

S11 Fig **a)** Expression in all mouse interneurons for example genes downregulated in *Fmr1*-KO. Numbers below boxplot correspond to numbers of cells present in each group (top) and median expression (bottom). **b)** Expression in all mouse excitatory neurons for example genes downregulated in *Fmr1*-KO. Numbers below boxplot correspond to numbers of cells present in each group (top) and median expression (bottom). **c-e)** Comparison of normalized enrichment scored (NES) in ganglionic eminence progenitor neurons for **c)** synaptic related GO terms (e.g. regulation of trans-synaptic signaling, GO:0099177; regulation of postsynaptic membrane neurotransmitter receptor levels, GO:0099072). **d)** translation related GO terms (c: e.g. ribosome, GO:0005840; cytosolic ribosome, GO:0022626) or **e)** mitochondrial function related GO terms (d: e.g. inner mitochondrial membrane protein complex, GO:0098800; respiratory chain, GO:0070469).
(EPS) Click here for additional data file.

S12 Fig **a)** Expression levels of known protein binding partners of FMRP across cell types. Aggregated bulk values were calculated per cell type (UMIs per million). **b)** *Fmr1* expression (UMIs) in WT cells of each cell type.
(EPS) Click here for additional data file.

S13 Fig **a-b)** Clustered expression of FMRP-bound mRNAs through developmental stages in neuronal cells (a) or all non-neuronal cortical cells (b). Clusters on the left are the same identified in Fig 3B, and refer to the expression pattern at postnatal day 5 (P5). Labels on the right of heatmaps represent significantly enriched GO terms for genes in each subcluster, with respect to all FMRP-bound mRNAs (Darnell *et al*.).
(EPS) Click here for additional data file.

S14 Fig **a)** tSNE representation of neurons colored by expression level of NMDAR subunits detected, Grin1 (left) and Grin2b (right), cells are separated by their genotype indicated above. **b)** Expression level (normalized UMIs) in *Fmr1*-KO or WT excitatory neurons for Grin2b. Numbers below boxplot correspond to numbers of cells present in each group (top) and median expression (bottom).
(EPS) Click here for additional data file.

S1 Table Unfiltered differential expression analysis results for all genes tested in each major cell type. The final columns indicate for each gene if it was found to bind FMRP by the study indicated in the column name (Y = FMRP binding target). logCPM = edgeR reported average log2-counts-per-million; LR = edgeR reported likelihood ratio statistics; PValue = the two-sided p-value reported by edgeR; FDR = adjusted p-value reported by edgeR.
(TSV) Click here for additional data file.

S2 Table Unfiltered GSEA results showing all GO categories tested in each cell type. NAME = GO identifier for the category tested; SIZE = Number of genes in the gene set after filtering out those genes not in the expression dataset; ES = Enrichment score for the gene set; that is, the degree to which this gene set is overrepresented at the top or bottom of the ranked list of genes in the expression dataset; NES = Normalized enrichment score; that is, the enrichment score for the gene set after it has been normalized across analyzed gene sets; NOM p-value = Nominal p value; that is, the statistical significance of the enrichment score; FDR q-value = False discovery rate; that is, the estimated probability that the normalized enrichment score represents a false positive finding. FDR q-value = False discovery rate; RANK AT MAX = The position in the ranked list at which the maximum enrichment score occurred; LEADING EDGE = Displays the three statistics used to define the leading edge subset (Tags: The percentage of gene hits before (for positive ES) or after (for negative ES) the peak in the running enrichment score; List: The percentage of genes in the ranked gene list before (for positive ES) or after (for negative ES) the peak in the running enrichment score; Signal: The enrichment signal strength that combines the two previous statistics); collapsedNAME = non-redundant category name for GO terms with high overlap in genes (see Methods); signal = text indicating the direction of the gene expression change (upreg = genes tend to be overexpressed in FMRP-KO; downreg = genes tend to be downregulated in FMRP-KO); Description = Full GO category name; core_enrichment = list of Gene IDs for the genes present in the leading edge that are annotated in the GO category tested.
(TSV) Click here for additional data file.

S3 Table Metadata for each mouse cortex single cell RNA-Seq library generated. (TSV) Click here for additional data file.

S4 Table Overlap results between genes detected as downregulated or upregulated in one or more cell types and previously published lists of mRNAs bound by FMRP. Significant overlaps are shaded in green.
(PDF) Click here for additional data file.

# Supplementary material for: Single cell transcriptomics reveals dysregulated cellular and molecular networks in a fragile X syndrome model
**Source:** PLoS Genet. 2022 Jun 8;18(6):e1010221. doi: 10.1371/journal.pgen.1010221
**Supplement:** S4 Table — Significant overlaps are shaded in green.

| FMRP target list           | DE direction in Donnard et al. | Target list overlap | DE in Donnard et al. | Targets expressed in Donnard et al. | Background genes tested | Hypergeometric p-value |
|----------------------------|--------------------------------|---------------------|----------------------|-------------------------------------|-------------------------|------------------------|
| [3] Maurin et al. 2018     | down                           | 293                 | 827                  | 1582                                | 7599                    | 1.94E-40               |
| [1] Darnell et al. 2011    | down                           | 158                 | 827                  | 698                                 | 7599                    | 2.97E-25               |
| [4] Brown et al. 2001      | down                           | 61                  | 827                  | 299                                 | 7599                    | 1.67E-07               |
| [6] Sawicka et al. 2019    | down                           | 50                  | 827                  | 255                                 | 7599                    | 8.52E-06               |
| [5] Miyashiro et al. 2003  | down                           | 9                   | 827                  | 38                                  | 7599                    | 1.78E-02               |
| [5] Miyashiro et al. 2003  | up                             | 7                   | 876                  | 38                                  | 7599                    | 1.38E-01               |
| [2] Li et al. 2020 vNeuron | down                           | 63                  | 827                  | 546                                 | 7599                    | 1.50E-01               |
| [2] Li et al. 2020 dNeuron | down                           | 55                  | 827                  | 490                                 | 7599                    | 2.46E-01               |
| [2] Li et al. 2020 vNPC    | up                             | 91                  | 876                  | 923                                 | 7599                    | 6.89E-01               |
| [2] Li et al. 2020 dNPC    | down                           | 80                  | 827                  | 895                                 | 7599                    | 8.18E-01               |
| [2] Li et al. 2020 vNPC    | down                           | 81                  | 827                  | 923                                 | 7599                    | 8.58E-01               |
| [2] Li et al. 2020 dNPC    | up                             | 79                  | 876                  | 895                                 | 7599                    | 9.48E-01               |
| [2] Li et al. 2020 vNeuron | up                             | 39                  | 876                  | 546                                 | 7599                    | 9.99E-01               |
| [2] Li et al. 2020 dNeuron | up                             | 31                  | 876                  | 490                                 | 7599                    | 1.00E+00               |
| [6] Sawicka et al. 2019    | up                             | 11                  | 876                  | 255                                 | 7599                    | 1.00E+00               |
| [4] Brown et al. 2001      | up                             | 13                  | 876                  | 299                                 | 7599                    | 1.00E+00               |
| [1] Darnell et al. 2011    | up                             | 38                  | 876                  | 698                                 | 7599                    | 1.00E+00               |
| [3] Maurin et al. 2018     | up                             | 89                  | 876                  | 1582                                | 7599                    | 1.00E+00               |

#### Reference

- [1] Darnell JC, Van Driesche SJ, Zhang C, Hung KYS, Mele A, Fraser CE, et al. FMRP stalls ribosomal translocation on mRNAs linked to synaptic function and autism. *Cell*. 2011;146(2):247–61.
- [2] Li M, Shin J, Risgaard RD, Parries MJ, Wang J, Chasman D, et al. Identification of FMR1-regulated molecular networks in human neurodevelopment. *Genome Res*. 2020 Mar;30(3):361–74.
- [3] Maurin T, Lebrigand K, Castagnola S, Paquet A, Jarjat M, Popa A, et al. HITS-CLIP in various brain areas reveals new targets and new modalities of RNA binding by fragile X mental retardation protein. *Nucleic Acids Res*. 2018 Jul 6;46(12):6344–55.
- [4] Brown V, Jin P, Ceman S, Darnell JC, O'Donnell WT, Tenenbaum SA, et al. Microarray identification of FMRP-associated brain mRNAs and altered mRNA translational profiles in fragile X syndrome. *Cell*. 2001 Nov 16;107(4):477–87.
- [5] Miyashiro KY, Beckel-Mitchener A, Purk TP, Becker KG, Barret T, Liu L, et al. RNA cargoes associating with FMRP reveal deficits in cellular functioning in *Fmr1* null mice. *Neuron*. 2003 Feb 6;37(3):417–31.
- [6] Sawicka K, Hale CR, Park CY, Fak JJ, Gresack JE, Van Driesche SJ, et al. FMRP has a cell-type-specific role in CA1 pyramidal neurons to regulate autism-related transcripts and circadian memory. *Elife* [Internet]. 2019 Dec 20;8. Available from: <http://dx.doi.org/10.7554/eLife.46919>

How the deposited data were processed for this re-analysis (not part of the article)

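Single-cell RNA sequencing with InDrop was analysed for the cortex of 3 WT and 3 *Fmr1*-KO mice at P5, as UMI counts of 17418 genes in 18393 cells. The other material of the paper (cultured human neurons, developmental expression and lists of FMRP-bound mRNAs) was not analysed here. Which cell belongs to which mouse came from the authors' annotation, and the genotype, number and collection batch of each mouse from the labels and the paper. The paper states that both sexes were used.

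The authors made the UMI counts by aligning reads to mm10 with TopHat and counting them per RefSeq gene with ESAT, ignoring reads with more than 1 position. They merged UMIs per barcode, removed barcodes below 700 UMIs, erythrocytes and part of the doublets, and clustered the cells in 2 rounds. The counts were deposited without normalization, and the authors also deposited a size factor per cell, a ratio computed with scran within each batch. The cell types and subtypes used are those the authors deposited. The 1113 cells they marked as doublets were left out of each comparison, except from the total of cells behind the subtype shares.

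Depth differed between the mice, from 8070039 UMIs in *Fmr1*-KO 1 to 20677233 in WT 3. Counting error is largest where few cells were summed, and oligodendrocytes numbered from 24 to 108 per mouse. The bead version changed with the batch, so that effects of the batch and the bead version cannot be told apart.

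UMI counts were summed per mouse and cell type, leaving out a mouse with fewer than 10 cells of the type. Types with at least 100 cells per genotype were compared: neurons (all neuron subtypes together), endothelial cells, Astrocytes_1, pericytes, OPCs (the first OPC subtype), Astrocytes_2, microglia, oligodendrocytes, and the excitatory, interneuron and ganglionic subtypes. The test was edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3) with TMM normalization and batch as a covariate, for genes with a UMI in at least 15% of the cells of the type, with Benjamini-Hochberg adjustment within the type. Genes at FDR under 0.01 and at least 1.15-fold counted as changed. CPM are of the summed counts, and 0.5 CPM was added before log2 ratios within a batch. Expression of markers is given for mice with 10 or more cells of the subtype. Numbers of cells were compared with the same test, with the cells of the mouse as the offset.

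Gene sets were chosen from families of gene symbols and short lists, since GO annotation was not used here. They were ribosomal protein genes (85 genes in the table), respiratory chain (79), splicing (85), vesicle transport (199), ion transport (194) and synaptic genes (117). Sets with at least 10 tested genes were tested with camera of limma 3.58.1, with Benjamini-Hochberg adjustment over 64 tests. Differences between cell types were tested in a model with the mouse as a block and a genotype by cell type term. Marker lists of astrocytes (20 genes), endothelial cells (10), microglia (10), excitatory neurons (10), oligodendrocytes (10), dividing cells (32), Y-linked genes (4) and genes that escape X inactivation (4) served to test explanations. Gene positions are those of a GENCODE annotation of mm10, in which 16693 of the 17418 symbols (95.8%) were found.

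The choices above and most alternatives were fixed before the data were examined. The alternatives were no batch term, the replicate number as a block, library size without TMM, filterByExpr or no filter on low counts, cells thinned to 700 UMIs, DESeq2 1.42.0, other thresholds, an equal mix of neuron subtypes, each mouse left out in turn, and cells as replicates with edgeR's likelihood ratio test. For gene sets they were also fry, camera with an estimated correlation, and preranked GSEA with fgsea 1.28.0. For numbers of cells they also included TMM scaling and exact permutation tests. There were 6 alternatives added after seeing the data: as many neurons as in the equal mix drawn at random, GSEA on the test with cells as replicates, the neuron subtype in the model with cells as replicates, and, for differences between cell types, the equal mix and the random draw of neurons and a batch by cell type term. For lists of genes 10000 random lists were drawn. Permutation tests and tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The tests for genes were tested on simulated data.

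The genes named are those the paper names with a change or as a marker, *Fmr1*, in each type up to 3 genes with the smallest p at FDR under 0.05 and the same sign within both batches, sex-linked genes, and the first 5 genes of S1 Table. Values of some of these genes are not reported here. S1 and S2 Tables were held only in part, as the first 1990 lines of S1 Table (40951 were left out) and 1 cell type of S2 Table. Therefore no overlap or enrichment was tested against them.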

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

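The tests of the mix of neuron subtypes and of a batch by cell type term for the contrast of astrocytes and neurons, of free RNA for *Ptn*, of dividing genes against *Ccnd2* and of other splits of the mice were chosen after the results were seen.

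The synaptic genes differed in their response between Astrocytes_1 and neurons, a difference the paper shows as opposite directions of enrichment. The median difference of the log2 fold changes, Astrocytes_1 minus neurons, was 0.49, with 31 of 33 genes above 0 (camera in edgeR's fit). The call did not hold under fry or with an estimated inter-gene correlation. With the batch allowed to act differently in the 2 cell types the median difference was 0.28. In an equal mix of neuron subtypes it was 0.23 (46.7% kept), and with the batch by cell type term 0.09 (32.5% kept), while a random draw of as many cells kept 94.2% and 101%. The mix of neuron subtypes may thus account for the part of the difference that was lost. Whether it accounts for the whole stays open. In the equal mix with the batch by cell type term 23 of 33 genes were above 0, which passed camera and not fry, so an effect of the genotype within cells is neither shown nor excluded. The rise in Astrocytes_1 itself was within batch 1 (0.14) and not within batch 2 (-0.08), and without WT 1 its median was -0.08. Without the batch by cell type term the difference lay between 0.28 without *Fmr1*-KO 1 and 0.70 without *Fmr1*-KO 3, and with it between 0.20 and 0.39 for the same mice.

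In oligodendrocytes *Ptn* and *Polr3e*, which the paper does not discuss, were lower in *Fmr1*-KO mice. *Ptn* (chromosome 6 of mm10, 36714929 to 36810220, minus strand) was at 366 ± 146 CPM (SD, n = 3) in WT and 134 ± 22.6 in *Fmr1*-KO mice, a log2 fold change of -1.33 (SE 0.25, edgeR FDR = 3.3e-04), with -1.68 in batch 1 and -1.02 in batch 2. It was -0.96 without WT 2 and -1.67 without *Fmr1*-KO 3, and over its alternatives FDR ranged from 1.5e-05 without WT 3 to 1.00 without WT 1. *Polr3e* (chromosome 7, 120917744 to 120947432, plus strand) was at 127 ± 61.2 and 39.6 ± 5.41 CPM, a log2 fold change of -1.73 (SE 0.39, edgeR FDR = 0.015). It was -0.61 in batch 1 and -2.11 in batch 2, -0.59 without *Fmr1*-KO 3 and -2.14 without WT 1, and FDR ranged from 8.7e-04 with cells as replicates to 1.00 with DESeq2.

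RNA of other cells is a candidate explanation for the lower values of *Ptn*, *Apoe* and *Slc1a2* in oligodendrocytes. Leaving out droplets in which the other genes of the astrocyte list made up more than 1% of the UMIs kept 92.5% of the log2 fold change of *Ptn* (-1.23), 78.8% of that of *Apoe* (-1.37) and 72.8% of that of *Slc1a2* (-1.27). With fewer cells none of them had FDR under 0.01: it was FDR = 0.013 for *Ptn* (SE 0.25), 0.095 for *Apoe* (SE 0.33) and 0.999 for *Slc1a2* (SE 0.44). As each value stays more than 2 SE below 0, this argues against droplets that also held an astrocyte as the whole explanation, and a part stays open. Free RNA from astrocytes stays open. The astrocyte list without *Apoe* and *Slc1a2* had a median log2 fold change of -0.46 in oligodendrocytes and the whole list -0.48, below 0 as free RNA would need but smaller than the values of the named genes. In the other cell types the median of the whole list had both signs, from -0.50 in excitatory neurons to 0.14 in interneurons, which does not decide. A lower level of astrocyte transcripts in the oligodendrocytes themselves was not tested apart from free RNA. For *Polr3e* no technical explanation was tested except the other splits. At FDR under 0.05, which *Polr3e* passes, the genotypes gave 3 genes in oligodendrocytes. The other splits that reached this number gave 5, 4 and, for the one that follows the batch, 243. For changed genes, which leave out *Polr3e*, 3 of 10 splits gave as many as the genotypes did: the real one, 1 other with 2 and the one that follows the batch with 113. With 3 mice against 3 chance cannot be excluded.

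In ganglionic cells *Hist1h2ak*, *Ccnd2* and *Nr4a1* were higher in *Fmr1*-KO mice, genes the paper does not discuss. *Ccnd2* (chromosome 6 of mm10, 127125162 to 127152193, minus strand) was at 3837 ± 1059 CPM (SD, n = 3) in WT and 6044 ± 1199 in *Fmr1*-KO mice, a log2 fold change of 0.47 (SE 0.07, edgeR FDR = 6e-04), with 0.42 in batch 1 and 0.53 in batch 2. *Hist1h2ak* (chromosome 13, 21753435 to 21753827, minus strand) had 2, 92 and 58 UMIs in the WT mice and 8, 12 and 393 in the *Fmr1*-KO mice, a log2 fold change of 1.67 (SE 0.22, edgeR FDR = 1.9e-05), with 1.76 in batch 1 and 1.70 in batch 2. Its level differed far more between the batches than between the genotypes, and reads that fit more than 1 position were ignored in the authors' counting, so its value is uncertain. *Nr4a1* (chromosome 15, 101254269 to 101274795, plus strand) was at 229 ± 159 and 315 ± 122 CPM, a log2 fold change of 1.1 (SE 0.23, edgeR FDR = 0.025). It was 2.23 in batch 1 and 0.53 in batch 2, 2.25 without *Fmr1*-KO 3 and 0.53 without WT 1, and FDR ranged from 3.5e-06 without a filter on low counts to 1.00 with DESeq2.

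More dividing cells could raise *Hist1h2ak* and *Ccnd2*. The list of genes of the S, G2 and M phases had a median log2 fold change of -0.033 in ganglionic cells, with 20 genes lower and 12 higher, which decides nothing on a small rise. Of the 32 genes 29 lay more than 2 SE of the difference below *Ccnd2*, which argues against more dividing cells as the whole explanation. Reads shared between histone genes stay open for *Hist1h2ak*, since such reads were ignored in counting and the other tested histone genes had a median of 0.080, with 4 lower and 7 higher. Of the 10 splits of the mice 2 gave as many changed genes in ganglionic cells, the real one and the one that follows the batch (271, fitted without a batch term), and the other 8 gave 0. As 10 splits cannot give a share under 0.1, chance cannot be excluded. Leaving out WT 3 left 0 changed genes in ganglionic cells. In oligodendrocytes 0 were left without WT 1, without WT 2, without *Fmr1*-KO 1 and without *Fmr1*-KO 3.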

How the results depend on the processing

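The settings chosen after the results were seen were the random draw of as many neurons as in the equal mix, GSEA on the test with cells as replicates, the neuron subtype in the model with cells as replicates, and, for differences between cell types, the equal mix and the random draw of neurons and a batch by cell type term. For 35 single genes 510 values were computed under alternatives. Of these 422 kept their direction and side of the threshold, 40 lost a call, 43 gained one and 5 changed sign. Of the 35 genes, 30 kept their sign under each alternative run for them. Of 23 reported pairs of a gene set and a cell type, 12 kept the sign of their median with each mouse left out and 9 under each alternative. The log2 fold change of *Fmr1* over all cells stayed between -2.20 (without WT 1) and -1.91 (without *Fmr1*-KO 3), with FDR under 0.05 in each setting. Where a value changed, the cause was not tested unless stated.

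The unit of replication changed the number of changed genes most. Cells as replicates gave 664 in neurons, 658 in endothelial cells, 239 in Astrocytes_1, 80 in pericytes, 47 in OPCs, 5 in Astrocytes_2, 3 in microglia, 88 in excitatory neurons and 18 in interneurons, against 0, 0, 1, 0, 1, 0, 0, 0 and 0 with mice as replicates. In neurons the number was 104 with the neuron subtype of each cell in the model. The correlation of the counts with the median UMIs per cell became -0.064, and 25 of the 29 genes the paper names passed FDR under 0.05, or 29 adjusted over the list alone. With FDR under 0.05 as the threshold the correlation with the number of cells was -0.068. GSEA on the fold changes with cells as replicates gave medians of 0.033 for ribosomal genes in neurons, -0.079 for respiratory genes in excitatory neurons and -0.025 for synaptic genes in interneurons. With the neuron subtype in that model, the medians in neurons were -0.0086 for synaptic, 0.0199 for splicing, 0.0023 for ion transport and -0.0203 for ribosomal genes.

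Without a filter on low counts, which adds genes with few UMIs, there were 155 changed genes in neurons, 5 in endothelial cells, 45 in Astrocytes_1, 14 in pericytes, 5 in OPCs, 4 in Astrocytes_2, 2 in microglia, 14 in excitatory neurons, 9 in interneurons and 4 in ganglionic cells. The vesicle genes in neurons then had a median of -0.082 and passed, the synaptic genes in Astrocytes_1 -0.018, and 9 of the 29 genes passed over all genes. With filterByExpr the vesicle genes in neurons had -0.083, the synaptic genes in Astrocytes_1 -0.013, and the difference of ribosomal genes, interneurons minus excitatory neurons, 0.047. DESeq2 gave 19 changed genes in neurons, 0 in oligodendrocytes and 2 of the 29 genes. With library size in place of TMM the ribosomal difference was 0.0090 and 1 of the 29 genes passed.

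Without the batch term the number of changed genes was 0 in OPCs, oligodendrocytes and ganglionic cells, and *Fmr1* in OPCs was -1.85 and no longer passed. The medians of vesicle genes in neurons (-0.12), respiratory genes in excitatory neurons (-0.12) and interneurons (-0.12) and synaptic genes in Astrocytes_1 (0.094) then passed or changed direction. The median became -0.021 for ribosomal genes in pericytes, 0.062 for ribosomal genes in excitatory neurons, 0.037 for synaptic genes in excitatory neurons and -0.038 for synaptic genes in OPCs, where the call was lost. There were 28 set tests at FDR under 0.05, 1 neuron subtype passed as a share of neurons, and 5 of the 29 genes passed adjusted over the list alone.

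The replicate numbers do not pair the mice. Over all cells the deviations of mice with the same number from their group means correlated at 0.40, -0.52 and 0.49. With the replicate number as a block in place of the batch, there were 0 changed genes in OPCs, oligodendrocytes and ganglionic cells and 1 in Astrocytes_2. In this block fit the medians were -0.12 for vesicle genes in neurons, -0.037 and 0.11 for ribosomal genes in pericytes and excitatory neurons, and -0.10 and -0.11 for respiratory genes in excitatory neurons and interneurons. For synaptic genes the block gave 0.050 in excitatory neurons, 0.00074 in ganglionic cells, -0.032 in OPCs and 0.091 in Astrocytes_1. It also gave 28 sets at FDR under 0.05, 2 changed neuron subtypes as shares of neurons, and -0.30 for *Hist1h2ak* in ganglionic cells.

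With each cell thinned to 700 UMIs there were 0 changed genes in OPCs, oligodendrocytes and ganglionic cells, which have fewer UMIs per gene by construction. The medians of ribosomal genes were 0.066 in neurons and -0.020 in excitatory neurons, and those of synaptic genes -0.0037 in interneurons and -0.012 in OPCs. The ribosomal difference, interneurons minus excitatory neurons, was -0.24, *Fmr1* in OPCs was -1.30, and 10 of the 29 genes passed adjusted over the list alone. Depth limits what can be called in the types where *Fmr1* had UMIs in too few cells to be tested. It also does so in oligodendrocytes, where the test recovered 38.5% of changes simulated at a log2 fold change of 1.

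The tests fry and camera with an estimated correlation use the same medians and called 0 of the 64 sets. The calls lost under each were, in neurons, synaptic (-0.26), splicing (0.22), ion transport (-0.29) and ribosomal genes (0.13). For ribosomal genes they were also those in endothelial cells (0.34), pericytes (0.075), oligodendrocytes (0.10), OPCs (0.13), excitatory neurons (-0.065) and interneurons (0.079). For respiratory genes they were OPCs (0.10), oligodendrocytes (0.16), endothelial cells (0.25), pericytes (0.19) and ganglionic cells (0.16), and for synaptic genes interneurons (-0.11) and OPCs (-0.055). The difference of synaptic genes, Astrocytes_1 minus neurons (0.49), was lost as well. Preranked GSEA with genes permuted called respiratory genes in excitatory neurons (-0.069), which camera did not.

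With an equal mix of neuron subtypes the medians in neurons were -0.019 for synaptic, -0.014 for splicing, -0.00026 for ion transport and -0.011 for ribosomal genes. Then 7 of the 29 genes passed adjusted over the list alone, and *Hnrnpm* (-0.13) and *Slc12a5* (0.067) changed sign. A random draw of as many cells left the set medians near those of all neurons, so the mix may account for the loss of these medians. The equal mix was drawn once and evens out numbers of cells, not of UMIs.

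With each mouse left out in turn, the number of changed genes ranged from 0 to 1 in endothelial cells (without WT 2), 0 to 2 in pericytes (WT 2), 0 (WT 3, *Fmr1*-KO 1 and *Fmr1*-KO 3) to 15 (WT 1) in OPCs, 0 to 1 in Astrocytes_2 (*Fmr1*-KO 1), 0 (WT 1, WT 2, *Fmr1*-KO 1 and *Fmr1*-KO 3) to 3 (*Fmr1*-KO 2) in oligodendrocytes and 0 (WT 3) to 3 (*Fmr1*-KO 1) in ganglionic cells. The ribosomal median ranged from -0.11 (*Fmr1*-KO 3) to 0.38 (WT 1) in neurons, 0.058 to 0.54 in endothelial cells, -0.086 to 0.23 in pericytes, -0.17 to 0.42 in OPCs, -0.32 to 0.18 in excitatory neurons and -0.017 to 0.22 in interneurons, for the same mice, and from 0.10 (*Fmr1*-KO 1) to 0.14 (WT 1) in oligodendrocytes. The respiratory median ranged from -0.053 (*Fmr1*-KO 3) to 0.25 (WT 1) in OPCs and, for the same mice, from 0.14 to 0.35 in endothelial cells, 0.14 to 0.23 in pericytes, -0.0059 to 0.31 in ganglionic cells and -0.018 to 0.073 in interneurons. In oligodendrocytes it was from 0.044 (*Fmr1*-KO 3) to 0.19 (WT 2) and in excitatory neurons from -0.11 (WT 2) to -0.0055 (WT 3). The synaptic median ranged from -0.089 (WT 1) to 0.035 (*Fmr1*-KO 3) in excitatory neurons and, for the same mice, from -0.082 to 0.14 in Astrocytes_1 and from -0.0996 to 0.027 in OPCs. The vesicle median in neurons ranged from -0.10 (WT 1) to -0.023 (*Fmr1*-KO 3).

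The differences between cell types were fitted with the mouse as a block, which leaves a batch effect that differs between the cell types in the genotype term. With a batch by cell type term the ribosomal difference, interneurons minus excitatory neurons, was 0.17 and passed camera, and not fry or camera with an estimated correlation. It was 0.15 with thinned cells, 0.010 without WT 1, 0.19 without WT 2, 0.16 without WT 3, 0.12 without *Fmr1*-KO 1, 0.15 without *Fmr1*-KO 2 and 0.27 without *Fmr1*-KO 3. The respiratory difference was 0.085 and passed camera only. It was 0.17 with thinned cells, 0.17 without WT 1, 0.075 without WT 2, 0.024 without WT 3, 0.11 without *Fmr1*-KO 1, 0.063 without *Fmr1*-KO 2 and -0.037 without *Fmr1*-KO 3. The synaptic difference, Astrocytes_1 minus neurons, was 0.28 and passed camera, and not fry or camera with an estimated correlation. In the equal mix it was 0.092, which passed camera and not fry.

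The number of sets at FDR under 0.05 lay between 14 without *Fmr1*-KO 3 and 30 without WT 1. Without that term the ribosomal difference of interneurons and excitatory neurons ranged from -0.26 (WT 1) to 0.11 (WT 2) and the respiratory one from -0.078 (*Fmr1*-KO 3) to 0.088 (*Fmr1*-KO 1). Main cell types changed in number ranged from 0 to 1 (WT 3) and neuron subtypes from 0 to 1 (WT 1). *Fmr1* in OPCs ranged from -2.11 (WT 1) to -1.42 (*Fmr1*-KO 3). Of the 29 genes, 0 to 2 (*Fmr1*-KO 2) passed over all genes and 3 (*Fmr1*-KO 3) to 22 (WT 3) adjusted over the list alone. *Lrrc17* ranged from -1.07 (*Fmr1*-KO 3) to 0.24 (WT 1) and *Grin2b* from -0.12 (WT 1) to 0.42 (*Fmr1*-KO 3). WT 1 and *Fmr1*-KO 3 are the single mice of their genotype in their batches, so that leaving either out leaves the genotypes to be compared within 1 batch.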

Differences from the paper's values

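The tests in this part chosen after the results were seen were GSEA on the test with cells as replicates and the batch by subtype term.

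The number of differentially expressed genes in one or more cell types was 3 with mice as replicates, where the paper reports 1470 with cells as replicates. Of the alternatives set before the data were examined, cells as replicates came within 1.5 times of the paper's value, with 1460 genes. The others run for this count did not: DESeq2 gave 20, no filter on low counts 217, FDR under 0.05 4, and leaving out a mouse from 1 (*Fmr1*-KO 3) to 15 (WT 1). The 4 calls with mice as replicates include *Fmr1* itself in Astrocytes_1 and OPCs, and are too few to compare effect sizes with the paper's. Their mean absolute fold change was 3.43, where the paper reports 1.3. It was 1.93 with DESeq2 and 1.32 with cells as replicates, the settings that came within 1.5 times of the paper's value, and 7.45 without a filter on low counts.

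Fig 2A, read by eye, shows about 670 differentially expressed genes in neurons, about 660 in endothelial cells, about 240 in Astrocytes_1, about 82 in pericytes, about 43 in OPCs, about 5 in Astrocytes_2 and about 3 in microglia. With mice as replicates there were 0, 0, 1, 0, 1, 0 and 0. Taking cells as replicates gave 664, 658, 239, 80, 47, 5 and 3, within 1.5 times of the figure in each type. Without a filter on low counts Astrocytes_2 had 4 and microglia 2, also within 1.5 times, and the other alternatives did not come within it. The number of genes tested in each type equals that printed in Fig 2A.

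The log2 fold change of *Slc1a3* in excitatory neurons was -1.19, and S1 Table of the paper gives -0.81. Under no batch term, the replicate block, thinned cells, cells as replicates and without *Fmr1*-KO 3 (-0.78) the values were within the error of the paper's, and under the other alternatives they were not.

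The FDR of *Grin2b* in excitatory neurons was 0.999 with mice as replicates, where the paper reports 0.019 with cells as replicates. Taking cells as replicates gave 0.030, the closest of the alternatives, and none came within 1.5 times. The held part of S1 Table gives an FDR of 0.0199 and a log2 fold change of 0.26, against 0.16 here.

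The paper states that ribosomal genes fall in excitatory neurons and rise in interneurons. Here the medians were -0.06 and 0.08. GSEA on the test with cells as replicates, a setting chosen after seeing the values, had the paper's directions. It gave medians of -0.20 in excitatory neurons (GSEA FDR = 2.5e-23) and 0.09 in interneurons (GSEA FDR = 1.7e-05). The difference, interneurons minus excitatory neurons, was tested without a batch by subtype term, although the genotypes are unbalanced over the batches. This difference had a median of -0.01 and did not pass (camera on edgeR's fit, adjusted p = 0.82). It passed in the paper's direction without WT 2 (0.11), and against it without WT 1 (-0.26), without *Fmr1*-KO 3 (-0.15) and with each cell thinned to 700 UMIs (-0.24). With a batch by subtype term, chosen after seeing the values, the difference had the paper's direction (0.17) and passed camera (adjusted p = 1.9e-13) but not fry (adjusted p = 0.20), and none of the 3 differences tested was dropped by camera. The paper describes synaptic genes as lower in excitatory neurons and interneurons without significance. Here the set passed with camera in interneurons (-0.11, FDR = 2.6e-04) and not in excitatory neurons (-0.01, FDR = 0.20). The paper describes synaptic pathways as higher in astrocytes. Here the median in Astrocytes_1 was 0.05 (camera FDR = 0.16), and it passed without the batch term (0.09), with the replicate block, without WT 3 and without *Fmr1*-KO 3. The paper describes mitochondrial pathways as lower in excitatory neurons. Here the respiratory set did not pass (-0.07, camera FDR = 0.089), and it passed with preranked GSEA, with GSEA on the test with cells as replicates, a setting chosen after seeing the values, without the batch term, with the replicate block, without WT 2 and without *Fmr1*-KO 1. The paper describes synaptic pathways as lower in ganglionic cells. Here the median was -0.09 (camera FDR = 0.41), and it passed in no setting. The paper describes vesicle transport as lower across cell types. Here the set did not pass in neurons (-0.07, camera FDR = 0.076), and it passed there without the batch term, with the replicate block, with filterByExpr, with no filter on low counts, without WT 1 and without *Fmr1*-KO 1.

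For 29 pairs of a gene and a cell type the paper reports a change. With mice as replicates edgeR called 0 of them at FDR under 0.05. DESeq2 called 2, library size in place of TMM 1, no filter on low counts 9 and cells as replicates 25, and leaving out a mouse gave up to 2 (*Fmr1*-KO 2).

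The paper states that NMDAR subunits are most highly expressed in excitatory neurons, from a figure of neurons that shows *Grin1* and *Grin2b*. Both had their highest mean CPM there. Over all 18 subtypes, a wider comparison than the paper's, 4 of 7 subunit genes were highest in excitatory neurons. The exceptions were *Grin3a* (306 CPM in the first OPC subtype), *Grin2c* (21.1 CPM in Astrocytes_2) and *Grin3b*, which was near 0 in each subtype. Of the 41 markers of subtypes 36 were highest in the subtype named. Among the exceptions were *Slc17a6*, *Olig2*, *Sox10* and *Btg2*.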

Other observations

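The tests chosen after the results were seen were the neuron subtype in the model with cells as replicates, the depth of the mouse for Y-linked genes, the number of ganglionic cells per interneuron, and the other splits of the mice except that for genes with the same sign.

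The mix of neuron subtypes may account for most of the set results in neurons. Ganglionic cells were 21.4% of the neurons in *Fmr1*-KO and 12.1% in WT mice. In neurons the list of dividing cell genes was higher in *Fmr1*-KO mice (16 of 16 genes, median log2 fold change 0.64) and the list of excitatory neuron genes lower (7 of 7, median -0.43). Within ganglionic cells the dividing list had -0.03, and within excitatory neurons the excitatory list 0.04. With an equal mix the median of synaptic genes was -0.019 and that of splicing genes -0.014, while as many cells drawn at random gave -0.24 and 0.18, which argues against the smaller number of cells. Of the 664 genes changed in neurons with cells as replicates, 84 were also changed with the neuron subtype in the model. Whether the mix differs because of the genotype or because of the collection of the cells stays open. A loss of excitatory neurons during collection would leave the number of ganglionic cells per interneuron alike, and it was 0.686 ± 0.536 (SD, n = 3) in WT and 0.745 ± 0.291 in *Fmr1*-KO mice (exact permutation p = 0.80). The spread is too wide for this ratio to tell these explanations apart, and a larger share of precursors in *Fmr1*-KO mice was not tested otherwise.

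Differences between mice of one genotype could give changed genes when cells are the replicates. Pairs of mice were compared cell by cell in neurons, endothelial cells and Astrocytes_1. Each pair of mice was counted once in each of these 3 cell types. The pairs of the same genotype and batch were *Fmr1*-KO 1 with *Fmr1*-KO 2 and WT 2 with WT 3. Their 6 comparisons gave a median of 21.5 changed genes (3 to 60). The 12 comparisons of different genotype within a batch gave a median of 51.5 (1 to 197). The ranges overlap, and the pairs share mice, so the part due to the mice cannot be told apart from that due to the genotype. With each cell thinned to 700 UMIs the pairs of the same genotype still gave 17 changed genes in all and those of different genotype 106. A difference in depth between mice was thus not the whole of it, but thinning also removes UMIs. In the test with mice as replicates thinning to an equal depth per cell left 1 of the calls summed over 11 cell types, where 6 were made with all UMIs. As 5 of the 6 genes kept more than 0.5 of their log2 fold change (median share kept 0.781), lost UMIs and a depth effect cannot be told apart.

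The 1 changed gene in Astrocytes_1 and in OPCs is *Fmr1*, the gene knocked out, which was lower in each *Fmr1*-KO mouse than in each WT mouse in both types, so these calls are not left to chance. For the sets and the other changed genes chance cannot be excluded, since 3 mice against 3 make 10 splits. Of these, 8 gave 17 or more sets at FDR under 0.05, the real one included. As many changed genes as between the genotypes were found in 2 of 10 splits in Astrocytes_1 and in ganglionic cells and in 3 in OPCs and in oligodendrocytes. In Astrocytes_1 and ganglionic cells the other one is the split that follows the batch. In neurons, endothelial cells, pericytes, Astrocytes_2, microglia, excitatory neurons and interneurons it was 10 of 10, which the count of 0 between the genotypes fixes and which decides nothing. At an unadjusted p under 0.05 the genotypes gave 617 genes in neurons, and the 8 other splits that do not follow the batch 55 to 296. In ganglionic cells it was 253 against 151 to 243, in endothelial cells 449 against 81 to 486, and in the other 8 types at least 1 of the 8 splits gave as many as the genotypes. The split that follows the batch gave 1205 changed genes in neurons, 1185 in Astrocytes_1, 1142 in excitatory neurons, 415 in interneurons, 387 in OPCs, 375 in endothelial cells, 271 in ganglionic cells, 223 in Astrocytes_2, 113 in microglia, 113 in oligodendrocytes and 98 in pericytes.

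The ribosomal genes took the largest share of UMIs in *Fmr1*-KO 3 among the mice of batch 2 in 11 of 11 cell types, and in WT 1 among those of batch 1 in 9 of 11. These are the mice whose removal moved the ribosomal medians. No explanation was tested.

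RNA from astrocytes may lower *Slc1a3* in the excitatory neurons of *Fmr1*-KO mice. The other genes of the astrocyte list had a median log2 fold change of -0.47 there, and the whole list -0.15 in batch 1 and -0.86 in batch 2. Leaving out droplets with more than 1% of UMIs from the list gave -0.89 for *Slc1a3*, 74.7% of its size, with SE 0.30 and FDR = 1.00, where it was 0.95 with all cells. As the value stays more than 2 SE below 0, this argues against droplets that also held an astrocyte as the whole explanation. Free RNA stays open, as the list falls less than *Slc1a3*. In the cells the other lists mark, which does not bear on free RNA, the endothelial list had a median of -0.01 in endothelial cells, the microglia list 0.11 in microglia and the oligodendrocyte list -0.10 in oligodendrocytes.

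*Fmr1*-KO 2 had 0 UMIs of *Eif2s3y* and *Uty*, 1 of *Kdm5d* and 85 of *Ddx3y* (10.3 CPM, against 100.1 to 159 in the other mice). At the rate of the other mice of its batch 499 UMIs of *Eif2s3y* would be found, so its depth does not account for this. A female mouse is a candidate explanation. The 4 genes that escape X inactivation were each higher in *Fmr1*-KO 2 than in the other mice of its batch, with a median ratio of 1.30 (*Kdm6a* 1.59, *Eif2s3x* 1.40, *Ddx3x* 1.19, *Kdm5c* 1.19). *Xist* was not used here. If so, sex and genotype are unbalanced, as the other mice had UMIs of each of the Y-linked genes.

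The knocked-out allele could carry flanking sequence of the strain it was made in. For the 78 genes tested over all cells within 10 Mb of *Fmr1*, the median absolute log2 fold change over its SE was at percentile 61.5 of 10000 random lists. Of the 78 genes 8 had an unadjusted p under 0.05, and the lowest FDR was 0.55. A median over 78 genes would miss a segment that changes a few of them, so the explanation stays open.

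Of 1430 genes tested in all 11 cell types, 48 had the same sign in each, 33 higher and 15 lower in *Fmr1*-KO mice. Led by mean log2 fold change they were *Ddx3y* (-0.73), *Rps27* (0.64), *Rpl22l1* (0.54) and *Ubb* (-0.35), chosen after their values were seen. *Ddx3y* is low in *Fmr1*-KO 2 alone. Of the 10 splits 5, the real one included, gave as many such genes, and that following the batch gave 337, so chance cannot be excluded. Free RNA shared by all cells could give a common sign. The 48 genes had a median of 222 CPM over all cells and the others 169 (permutation p = 0.032), but subtypes share some genes of their own, so it cannot be told apart from a change in each cell type.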
